# Global transgenerational gene expression dynamics in two newly synthesized allohexaploid wheat (*Triticum aestivum*) lines

**DOI:** 10.1186/1741-7007-10-3

**Published:** 2012-01-26

**Authors:** Bao Qi, Wei Huang, Bo Zhu, Xiaofang Zhong, Jianhua Guo, Na Zhao, Chunming Xu, Huakun Zhang, Jinsong Pang, Fangpu Han, Bao Liu

## Abstract

**Background:**

Alteration in gene expression resulting from allopolyploidization is a prominent feature in plants, but its spectrum and extent are not fully known. Common wheat (*Triticum aestivum*) was formed via allohexaploidization about 10,000 years ago, and became the most important crop plant. To gain further insights into the genome-wide transcriptional dynamics associated with the onset of common wheat formation, we conducted microarray-based genome-wide gene expression analysis on two newly synthesized allohexaploid wheat lines with chromosomal stability and a genome constitution analogous to that of the present-day common wheat.

**Results:**

Multi-color GISH (genomic *in situ *hybridization) was used to identify individual plants from two nascent allohexaploid wheat lines between *Triticum turgidum *(2n = 4x = 28; genome BBAA) and *Aegilops tauschii *(2n = 2x = 14; genome DD), which had a stable chromosomal constitution analogous to that of common wheat (2n = 6x = 42; genome BBAADD). Genome-wide analysis of gene expression was performed for these allohexaploid lines along with their parental plants from *T. turgidum *and *Ae. tauschii*, using the Affymetrix Gene Chip Wheat Genome-Array. Comparison with the parental plants coupled with inclusion of empirical mid-parent values (MPVs) revealed that whereas the great majority of genes showed the expected parental additivity, two major patterns of alteration in gene expression in the allohexaploid lines were identified: parental dominance expression and non-additive expression. Genes involved in each of the two altered expression patterns could be classified into three distinct groups, stochastic, heritable and persistent, based on their transgenerational heritability and inter-line conservation. Strikingly, whereas both altered patterns of gene expression showed a propensity of inheritance, identity of the involved genes was highly stochastic, consistent with the involvement of diverse Gene Ontology (GO) terms. Nonetheless, those genes showing non-additive expression exhibited a significant enrichment for vesicle-function.

**Conclusions:**

Our results show that two patterns of global alteration in gene expression are conditioned by allohexaploidization in wheat, that is, parental dominance expression and non-additive expression. Both altered patterns of gene expression but not the identity of the genes involved are likely to play functional roles in stabilization and establishment of the newly formed allohexaploid plants, and hence, relevant to speciation and evolution of *T. aestivum*.

## Background

The widespread existence of allopolyploidy in the plant kingdom points to its important role in the evolution of many groups of plants [1-5]. Yet, reuniting divergent genomes from different species in one nucleus likely represents a traumatic experience that the newly formed allopolyploids must go through to survive and adapt. Conceivably, substantial reconciliation of incompatibility is required at the very early stages following allopolyploidization to enable the newly formed individuals to recover from the "genome shock" [6] and establish as new species.

We are still largely ignorant about the means and their underlying mechanisms whereby compatibility is accomplished at the onset of allopolyploidy. However, recent studies conducted over the last decade in diverse plant taxa have provided novel insights into the seemingly intangible enigma; the most striking being the documentation that allopolyploidization triggers instantaneous genetic and epigenetic changes that enable altered trajectories of gene regulation [7-14]. These rapid and non-Mendelian genetic, epigenetic and regulatory changes are thought as important in ameliorating the hurdles related to immediate accommodation of nascent allopolyploids, and may contribute to their establishment and evolution as competitive new species [1,4,15-25]. Paradoxically, initial genomic instability was not detected in all studied cases of successful speciation via allopolyploidy [26-28]. It is, however, important to note that alteration in gene expression appears to represent a consensus feature of nascent plant allopolyploidy involving diverse taxa [21,29-32]. Moreover, the immediate alteration in gene expression may provide the basis for the evolution of homoeologue-specific tuning or partitioning -- a unique property of allopolyploid species [4,20,33-36]. Maintenance of homoeologue-specific tuning or partitioning in an allopolyploid species requires cytological diploidization, and, hence, disomic inheritance, which conceivably entails timely functional differentiation among homeologous chromosomes [13].

Common wheat (*Triticum aestivum *L.) originated only about 10,000 years ago [37] from hybridization event(s) -- most probably between a domesticated form of tetraploid wheat, *T. turgidum *(for example, ssp. *durum *or the more primitive ssp. *parvicoccum*, genome BBAA) with a diploid goat grass species, *Aegilops tauschii *(genome DD) [37-41]. Common wheat thus provides a classic example of formation of a new species in a single step. Deciphering the process and understanding its mechanistic underpinning is of great evolutionary interest. Exploring the pattern and spectrum of global gene expression changes associated with nascent wheat allohexaploidization represents an essential step towards this goal.

Hitherto, there are three reports on global gene expression changes associated with nascent allopolyploidization in wheat, all employing genetically stable synthetic allohexaploid lines [42-44]. In the study by Pumphrey *et al*.[42], it was found that as high as 16% of the 825 analyzed genes selected from a 70-mer customer wheat oligonucleotide microarray displayed non-additive expression in a first generation synthetic allohexaploid line. In contrast, the study by Chagué *et al*. [44] documented that the great majority (*ca*. 93%) of 30,000 transcripts analyzed showed additive expression and, hence, leaving only about 7% of genes as non-additively expressed in two synthetic lines. The expression patterns were highly stable across two generations and fairly consistent among the two synthetic lines, which shared the same tetraploid parental genotype [44]. The third study focused only on transcripts that have detectable parent-specific features (PSF), and 19% of these genes showed non-additive expression [43]. The striking discrepancy in the proportions of non-additively expressed genes associated with nascent allohexaploidization for the same species (common wheat) by the three studies could be due to various factors, such as differences in the developmental stage of the leaf tissue investigated or the different organs studied (leaf vs. shoot). Most likely, the differences are due to the parental genotypes used [28,44]. Apparently, further independent investigations are needed to determine the molecular, cell biological and physiological opportunities provided by genome-wide combinations in novel syntheses of allohexaploid wheat.

The present study was aimed to address: (1) pattern and spectrum of changes in global gene expression at early generations of nascent allohexaploid wheat lines with chromosomal stability; (2) characteristics of the genes showing altered expression patterns, and their possible functional relevance; and (3) transgenerational heritability and inter-line conservation of the novel expression patterns.

## Results

### Cytological characterization of the two sets of newly formed allohexaploid wheat lines

We meticulously determined the chromosome configurations on root-tip mitosis of each individual plant for both nascent allohexaploid lines by the multicolor GISH technique [45]. We found that chromosomal numerical and structural variations, including aneuploidy and/or inter-genomic translocations, occurred in certain proportions of the plants in each line at both studied generations, S4 and S5 (data to be published elsewhere). Nonetheless, the two lines are considered as fairly stable at the chromosomal level compared with some other nascent allopolyploid plants (for example, *Brassica*), which is consistent with their tetraploid parental genotypes harboring the *Ph1 *gene that suppresses meiotic pairing between homeologous chromosomes and, hence, ensuring diploid-like meiosis [28,37,46]. Inclusion of the tetraploid parents containing the functional *Ph1 *gene in the synthesis of the allohexaploid wheat lines is important for evolutionary relevance as this is the case in the formation of natural common wheat [37]. For this study, only those individual plants that showed complete transgenerational chromosomal integrity as judged by the multi-color GISH were used as the RNA sources. These plants had a genome constitution consisting of three intact genomes corresponding to the B, A and D genomes of common wheat (Figure 1).

**Figure 1:**
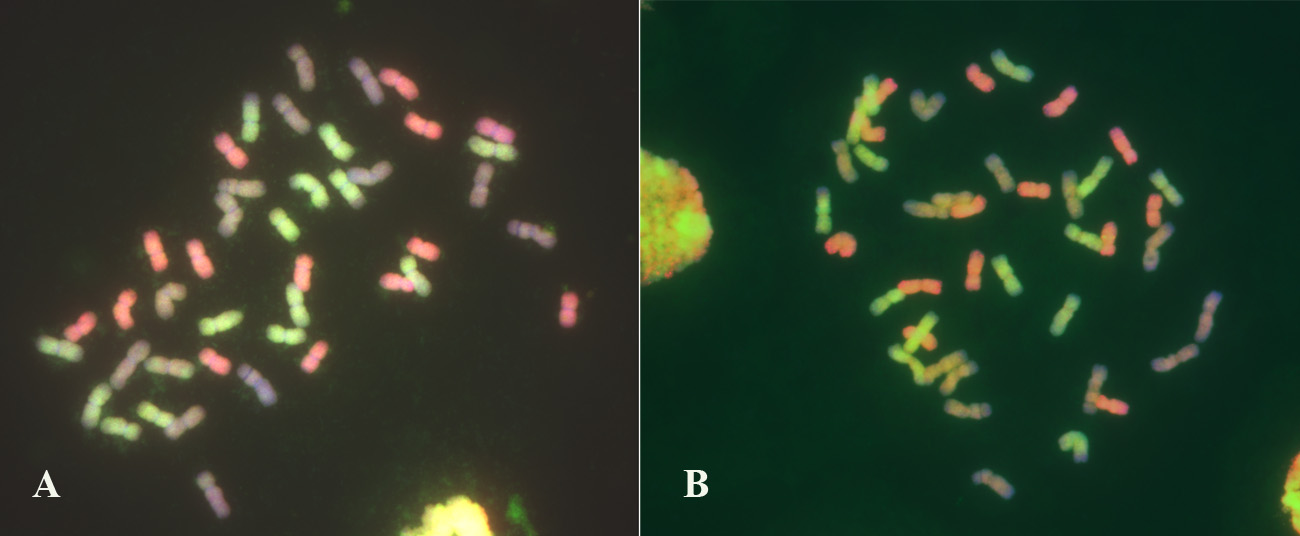
**Genomic integrity of the two newly formed allohexaploid wheat lines**. Multi-color GISH analysis of root-tip cells of the two newly formed allohexaploid lines, Allo-AT5 **(A) **and Allo-AT9 **(B)**, reveal genome integrity at the chromosomal level. The green-, pink-, and brown-coloration chromosomes are of the AA, BB and DD genomes, respectively.

### Gene expression divergence between the parental plants of *T. turgidum *and *Ae. tauschii*, and conservation between the two subspecies of *T. turgidum*

The Affymetrix GeneChip^® ^Wheat Genome Array (The Affymetrix, INC.Santa Clara, CA, USA) contained 61,129 probe-sets representing 55,052 different genes that mapped across the common wheat genome. These genes are certainly not all expressed at a particular developmental stage of a given tissue, and we detected 29,650 genes that showed reliable expression (based on MAS5 flags analysis) between the two biological replications in the second-seedling-leaf tissue at the three-leaf-stage.

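RNA of the second leaf was hybridized to 18 wheat arrays. They cover 9 groups with 2 arrays each: the durum parent TTR04, the carthlicum parent TTH01, the Ae. tauschii parent TQ27, Allo-AT5 and Allo-AT9 at S4 and S5, and the measured mid-parent values MPV5 (2 parts of TTR04 RNA and 1 part of TQ27 RNA) and MPV9 (the same with TTH01). Each pool held 10 plants, grown at 22 °C by day and 20 °C by night under 12 h of light. The deposited values are the authors' log2 levels from robust multichip averaging (RMA) and were used unchanged; they run from 1.37 to 14.46, with a median of 4.00 to 4.11 per array. As in the paper, a gene stands for 1 probe set; in the names of probe sets the first dot is written as _. Of 61290 probe sets, 111 controls were set aside and 61179 were tested. The MAS5 flags were not available, so a gene counted as expressed in a group when both of its arrays reached 4.54, the level at which the number of genes expressed in any group comes to the paper's; 29658 genes passed it, from 23268 in TTR04 to 25515 in Allo-AT5 S5. Where both arrays of 1 group were under this level, a fitted log2 fold change rests on signal not above background, and the distance of the other group from this level is given beside it as the least difference (at least). Groups were compared with limma in 1 fit to all arrays, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05 over all tested probe sets if it was expressed in at least 1 of the groups compared. The number of arrays limits the precision: the median standard error (SE) of a log2 fold change was 0.35. On simulated data for Allo-AT9 S4 against MPV9 the test recovered 50 of 100 genes changed 4-fold and 4 of 100 changed 2-fold, with 1 false call. The simulated errors were drawn independently for each array. The replicate deviations of Allo-AT9 S4 and MPV9 correlated at r = 0.584, so these numbers need not hold for the real arrays.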

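The replicate arrays of Allo-AT5 S5 were closer to each other than those of the other groups. The SD of their log2 difference over the genes was 0.24, against 0.64 in TTH01 to 1.08 in TTR04, and 85 genes differed over 2-fold between them, against 2487 in Allo-AT9 S4 to 8384 in TTR04. Hybridization spike-ins split the arrays in another way. The mean level of the 2 BioC control probe sets was 8.77 to 9.66 on 8 arrays and 5.67 to 7.28 on the other 10. Every group had 1 array in each band except Allo-AT5 S5, with both in the lower one. A fit with the spike-in band as a block was therefore added after these controls had been seen, and its counts are given as blocked beside the main ones. The control for 18S rRNA read 11.41 on TQ27 replicate 2 and 5.04 to 7.79 on the other arrays. The array annotation gives a gene symbol for 1273 probe sets, 856 of them expressed. For 200 of the 1273 the symbol or a synonym is a name other than a LOC number. The other 59906 are given by probe set, with a name where the paper's supplement holds one.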

We compared the whole transcriptomic difference between each pair of the parental species, *T. turgidum *(ssp. *durum*, cv. TTR04) vs. *Ae. tauschii *(line TQ27), and *T. turgidum *(ssp. *carthlicum*, cv. TTH01) vs. *Ae. tauschii *(line TQ27) (Figure 2 and Additional file 1). 

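Large differences between the tetraploids and TQ27 ran in both directions among the named genes. LOC543254 (chromosome 4D, 5882536 to 5883460 of IWGSC CS RefSeq 2.1) was lower than in TQ27 by probe set Ta_28784.1.S1_x_at, with log2 fold changes of -8.10 (SE 0.66, adjusted p = 2.32e-06) in TTR04 and -8.80 (SE 0.66, at least 7.77) in TTH01. LOC100037524 (chromosome 5D, 2665078 to 2671247) was lower as well, at -8.09 (SE 0.24, at least 6.83) and -7.88 (SE 0.24, at least 6.83). Prx1 (LOC606328; chromosome 7A, 119802530 to 119805738) had probe sets that went opposite ways: Ta_6572.2.S1_at had a mean log2 level of 2.50 in TTR04, 2.78 in TTH01 and 11.43 in TQ27, which gave fold changes of -8.93 (SE 0.61, at least 6.89, adjusted p = 5.37e-07) and -8.65 (SE 0.61, at least 6.89), whereas Ta_6572.1.S1_at gave 5.64 (SE 0.87, at least 4.67) and 6.37 (SE 0.87, at least 5.39). Among the genes that were higher in the tetraploids, LOC606340 (chromosome 7B, 50065724 to 50066468) gave 8.21 (SE 0.43, at least 6.44) and 8.15 (SE 0.43, at least 6.38) and LOC100037539 (chromosome 5A, 324925333 to 324926595) 8.11 (SE 0.85) and 8.58 (SE 0.85). GSTZ1 (LOC543412, chromosome 5B, 490573409 to 490576529), a glutathione transferase of the zeta class, was higher by probe set TaAffx_56524.1.S1_at. It gave 6.86 (SE 0.35, at least 5.07, adjusted p = 5.13e-08) and 6.85 (SE 0.35, at least 5.07). Values given for GSTZ1 below are those of this probe set. Other probe sets of the gene were expressed as well, and their values are not given. The tetraploids parted at xip (LOC542997; chromosome 4D, 127386779 to 127387887), a xylanase inhibitor: its log2 fold change was -6.62 (SE 0.41, at least 6.05, adjusted p = 2.54e-07) in TTR04 and -0.06 (SE 0.41, adjusted p = 0.949) in TTH01. Adjusted p values are from limma, with 2 arrays per group. A position is that of 1 gene copy in the reference, and a probe set may also detect its homoeologs, so opposite probe sets of 1 gene do not give its total level.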

Because in both combinations, TQ27 served as the paternal parent, the transcriptome of TQ27 was used as a reference. 

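At an adjusted p under 0.05 from limma, 4715 genes were higher and 5063 lower in TTR04 than in TQ27, and 5140 were higher and 4597 lower in TTH01. After blocking on the spike-in band, 5481 and 5934 genes were higher. The larger share in TTR04 turned after cyclic loess (52.7% higher), in separate fits (52.1%) and without TQ27 replicate 2 (50.7%), and that in TTH01 with no filter on low values (49.5%). Among 10 expressed probe sets of redox enzymes and peroxidases, 3 were higher and 1 lower in each tetraploid (adjusted over the list alone, 3 higher and 2 lower in TTR04, 3 and 1 in TTH01); they include the Prx1 and GSTZ1 probe sets described above. The 15 expressed probe sets of photosynthesis stand for 4 genes, and most of them are of rbcl. None was higher, and 2 were lower in TTR04 and 1 in TTH01 (1 lower in each when adjusted over the list alone). The probe set Ta_3807.1.A1_at of rbcl, the large subunit of Rubisco, gave a log2 fold change of -2.66 (SE 0.34, at least 1.24, adjusted p = 9.91e-05) in TTR04 and -2.78 (SE 0.34, at least 1.24) in TTH01, and that of petC, the Rieske protein of the cytochrome b6f complex, gave -0.69 (SE 0.21, adjusted p = 0.0392) and -0.39 (SE 0.21, adjusted p = 0.254). The petC call depended on single arrays and on the fit, with an adjusted p of 0.386 in a fit of these groups alone, 0.166 after cyclic loess, 0.105 without TQ27 replicate 1, 0.145 without TQ27 replicate 2 and 0.34 without TTR04 replicate 1. Of 11 expressed probe sets of house-keeping genes, 1 was higher and 2 were lower in TTR04 and 3 were higher and 2 lower in TTH01 (adjusted over the list alone, 1 and 2, and 4 and 2). With the spike-in band as a block, 5 passed in TTR04 and 7 in TTH01, in either direction. Probe sets of TUB, a tubulin (LOC543261), again went both ways: Ta_214.2.A1_at gave -3.95 (SE 0.63, at least 3.70) and -4.60 (SE 0.63, at least 3.70), and Ta_214.1.S1_at 2.00 (SE 0.58) and 3.46 (SE 0.58), the TTR04 value of the latter with an adjusted p of 0.142 in a fit of these groups alone, 0.199 without TQ27 replicate 2 and 0.194 without TTR04 replicate 2. None of 8 probe sets of cytosolic ribosome and translation genes passed limma's test in either tetraploid (2 in each at an unadjusted p under 0.05; with the spike-in band as a block, 1 in TTR04 and 0 in TTH01). As sets, the lists of at least 10 expressed members (photosynthesis, redox and house-keeping) gave no call by camera in any of 15 comparisons each. The lowest adjusted p of camera was 0.232, and with an estimated correlation it was 0.964. These lists stand for only 4, 4 and 7 gene symbols, so they do not test whole pathways.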

Compared with TQ27, 5,091 (48.9%) and 6,871 (53.5%) genes were up-regulated (*P *value < 0.05) in TTR04 and TTH01, respectively; whereas 5,317 (51.1%) and 5,979 (46.5%) genes were down-regulated in the two tetraploid wheat lines (Figure 2 and Additional file 1). Taken together, the percentages for the transcriptomic divergence between each pair of the parental species were calculated as 35.1% (TTR04 vs. TQ27) and 43.3% (TTH01 vs. TQ27) of all expressed genes, respectively (Figure 2 and Additional file 1). 

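The genes that differed from TQ27 made up 35.1% of the 27889 genes expressed in TTR04 or TQ27 and 34.5% of the 28229 expressed in TTH01 or TQ27. Their number was 9778 for TTR04 and 9737 for TTH01, or 11609 and 11431 when blocked for the spike-in band. Most of these differences were large. The median size of the log2 fold change was 2.22 in TTR04 and 2.25 in TTH01, and 8855 and 8795 of the called genes differed at least 2-fold. At an unadjusted p under 0.05, 13260 and 12995 genes differed.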

As expected, a large number and proportion (8,727, 60.1%) of all the differentially expressed genes (14,531) between a given tetraploid and the diploid parental species were overlapping (see Additional file 2), and accordingly, the number of genes showing inter-subspecific difference between *durum *and *carthlicum *was relatively small (2,459, 8.3%) (see Additional file 1).

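Both tetraploids shared 7709 of the 11806 genes that differed from TQ27 in either of them (65.3%; 64.1% when blocked for the spike-in band). Of the shared genes 7695 differed in the same direction, where 1582 would be given by independent calls, and 14 in opposite directions; both comparisons use the same TQ27 arrays, so they are not independent. Between the tetraploids themselves 762 genes differed (1076 when blocked), 335 higher and 427 lower in TTR04. A separate fit of their arrays called 72, and 3597 differed at an unadjusted p under 0.05. Besides xip, at a log2 fold change of -6.56 (SE 0.41, at least 5.99, adjusted p = 3.38e-06), LOC543418 (chromosome 6D, 294362836 to 294365875) at -6.26 (SE 0.32, at least 4.27) and LOC780636 (chromosome 4B, 588183024 to 588198083) at -5.76 (SE 0.35, at least 4.18) were lower in TTR04. So was lgul (LOC542984; chromosome 5A, 637379994 to 637382451), a lactoylglutathione lyase, at -5.00 (SE 0.59, at least 3.93, adjusted p = 0.000543). LOC542846 (chromosome 3D, 380786023 to 380789792) was higher in TTR04 at 3.84 (SE 0.41, adjusted p = 0.000261), as was LOC543421 (chromosome 3D, 68423178 to 68423905) at 3.32 (SE 0.38, adjusted p = 0.000467). In a fit of the arrays of both tetraploids alone, the adjusted p was 0.103 for lgul, 0.113 for LOC542846 and 0.101 for LOC543421. The number of genes that differed was 452 without TTH01 replicate 1, 505 without TTH01 replicate 2 and 500 without TTR04 replicate 1.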

**Figure 2:**
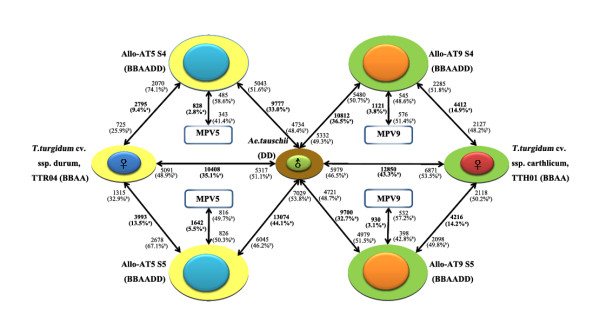
**Summary of microarray-based differential gene expression between each allohexaploid line and its corresponding parental species**. Diagrammatic illustration of parentage of and relationship between the two nascent allohexaploid wheat lines (Allo-AT5 and Allo-AT9) used in this study, and summary of the microarray-based genomewide difference in gene expression between each allohexaploid wheat line and its corresponding parental species, in two successive selfed generations (S4 and S5). The empirically measured mid-parent values (MPVs) for each allohexaploid line were included in all relevant comparisons. Bold text denotes the total number and fraction (%) of genes diagnosed as differentially expressed in each comparison, and the plain text indicates the number and fraction (%) of up-regulated genes of the total differentially expressed genes. For example, 10,408 genes are differentially expressed between the parental species, *T. turgidum*, ssp. *durum *cv. TTR04 and *Ae. tauschii*, line TQ27, of which 5,091 and 5,317 genes were up-regulated in TTR04 and TQ27, respectively. ^a^of all the expressed genes; bof the total number of differentially expressed genes between each comparison.

### Differential parental contribution and parental dominance gene expression in the two nascent allohexaploid wheat lines

We compared the expression difference of each of the two synthetic allohexaploid wheat lines across two selfed generations directly with their tetraploid and diploid parental species. The number of differentially expressed genes between Allo-AT5S4 and its tetraploid parent *T. turgidum *ssp. *durum *amounted to only 9.4% and to its diploid parent *Ae. tauschii *to 33.0%. 

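In Allo-AT5 S4, Prx1 (Ta_6572.2.S1_at) had a mean log2 level of 9.09 and was 6.59 above TTR04 on the log2 scale (SE 0.61, at least 4.54, adjusted p = 4.19e-05 from limma), xip was 6.27 (SE 0.41, at least 5.69) above it and LOC100037538 (chromosome 5D, 491673822 to 491675058) 6.13 (SE 0.33). LOC542846 was lower than in TTR04, at -2.90 (SE 0.41). Compared with TQ27, LOC100037539 was higher at 8.18 (SE 0.85, adjusted p = 4.84e-05), LOC606340 at 7.82 (SE 0.43, at least 6.05) and GSTZ1 at 6.38 (SE 0.35, at least 4.60). Lower than in TQ27 were 3 probe sets that the paper's list of persistent non-additive genes names: TaAffx_87200.1.S1_at (NADH dehydrogenase) at -5.23 (SE 0.86, at least 3.59, adjusted p = 0.00153), Ta_24245.1.A1_at (RNA-directed DNA polymerase) at -5.20 (SE 0.90) and TaAffx_57297.1.S1_at (matR, a mitochondrial maturase) at -4.75 (SE 0.93, at least 4.14). In all, 1212 genes differed from TTR04 (4.68% of those expressed in either; 1556 genes when blocked), 1095 higher and 117 lower. From TQ27, 5649 differed (20.7%; 7285 when blocked), 3135 higher and 2514 lower, whereas 46.5% were higher at an unadjusted p under 0.05. The number against TQ27 was 3400 without TQ27 replicate 2.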

In the case of the Allo-AT9S4 the frequency of differentially expressed genes between the allohexaploid and its tetraploid *T. turgidum *ssp. *carthlicum *was 14.9% and with its diploid parent 36.5% (Figure 2 and Additional File 3). This indicates that the overall transcriptome of the nascent allohexaploid lines was more similar to that of *T. turgidum *than to *Ae. tauschii*, consistent with the two-third and one-third genomic contributions by the former and the later, respectively. 

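In Allo-AT9 S4, LOC543254 was higher than in TTH01 by 8.07 (SE 0.66, at least 7.03, adjusted p = 1.3e-05) on the log2 scale, and TaAffx_128796.1.S1_at, a probe set of the paper's qRT-PCR, by 6.79 (SE 0.24, at least 4.67). LOC100037537 (chromosome 1D, 421865773 to 421869613) was higher by 6.21 (SE 0.41, at least 5.79) and Prx1 (Ta_6572.2.S1_at) by 6.24 (SE 0.61, at least 4.47). The probe set Ta_30798.3.S1_at, lower than in TTH01 at -3.18 (SE 0.49, adjusted p = 0.00282), had an adjusted p of 0.0511 without Allo-AT9 S4 replicate 1. Against TQ27 the line was higher for LOC606312 (chromosome 5A, 625803649 to 625804792) at 8.59 (SE 1.22, at least 6.60, adjusted p = 0.00047), LOC606340 at 7.89 (SE 0.43, at least 6.11) and GSTZ1 at 6.21 (SE 0.35, at least 4.43), and lower for Ta_24245.1.A1_at at -5.05 (SE 0.90) and TaAffx_87200.1.S1_at at -4.71 (SE 0.86, at least 3.59). From TTH01, 1065 genes differed (4.07% of those expressed in either; 1367 genes when blocked), of which 994 were higher and 71 lower. The comparison with TQ27 called 6424 genes (23.3%; 8193 when blocked), 3557 higher and 2867 lower, but with 47.1% higher at an unadjusted p under 0.05 and 49.9% with no filter on low values. That number was 3991 without Allo-AT9 S4 replicate 1 and 3872 without TQ27 replicate 2.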

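Both lines stood nearer to the tetraploid parent than to TQ27 at both generations. Across the expressed genes, the Pearson correlation of mean log2 levels in Allo-AT5 was 0.885 with TTR04 and 0.764 with TQ27 at S4, and 0.874 and 0.758 at S5. In Allo-AT9 it was 0.901 with TTH01 and 0.742 with TQ27 at S4, and 0.902 and 0.754 at S5. The median size of the log2 difference from the tetraploid parent was 0.33 and 0.34 in Allo-AT5 and 0.27 and 0.29 in Allo-AT9, and from TQ27 it was 0.53, 0.55, 0.58 and 0.54 in the same order. These correlations are across genes, which are not independent replicates, and they were not tested. From the lower number of genes that differ from the tetraploid parent, the paper concludes that the transcriptome of both lines was more similar to that of T. turgidum, and it relates this to the share of the genome that each parent contributes.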

Notably, the between-generation difference with respect to the number of differentially expressed genes for a given allohexaploid line vs. its parental species was evident (Figure 2). 

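Allo-AT5 S5 was higher than TTR04 for Prx1 (Ta_6572.2.S1_at) by 7.17 (SE 0.61, at least 5.12, adjusted p = 2.04e-05) on the log2 scale, for xip by 5.73 (SE 0.41, at least 5.15) and for LOC100037524 by 6.21 (SE 0.24, at least 4.95), and Allo-AT9 S5 was higher than TTH01 for LOC543254 by 8.13 (SE 0.66, at least 7.10, adjusted p = 1.27e-05) and for LOC100037537 by 5.82 (SE 0.41, at least 5.41). Relative to TQ27, GSTZ1 was higher in both, by 6.09 (SE 0.35, at least 4.30) in Allo-AT5 S5 and 5.95 (SE 0.35, at least 4.17) in Allo-AT9 S5, and Ta_24245.1.A1_at was lower, at -4.63 (SE 0.90) and -5.21 (SE 0.90). Allo-AT5 S5 differed from TTR04 at 1115 genes, 1033 of them higher, and from TQ27 at 5966, 3244 higher (blocked, 1260 and 7212 genes). Allo-AT9 S5 differed from TTH01 at 1051 genes, 972 higher, and from TQ27 at 6054, 3386 higher (blocked, 1377 and 7712). Of the genes that differed from TQ27 at an unadjusted p under 0.05, 45.6% were higher in Allo-AT5 S5 and 48.2% in Allo-AT9 S5, and with no filter on low values 49.8% were in Allo-AT5 S5. The Allo-AT5 S5 count against TTR04 was 667 without Allo-AT5 S5 replicate 1 and 641 without Allo-AT5 S5 replicate 2, and against TQ27 it was 3237 without Allo-AT5 S5 replicate 1, 3367 without Allo-AT5 S5 replicate 2 and 3481 without TQ27 replicate 2. For Allo-AT9 S5 the count was 696 without TTH01 replicate 1 against TTH01, and 3790 without TQ27 replicate 2 against TQ27.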

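Compared directly, S5 and S4 of a line differed at no gene by limma, in Allo-AT5 or in Allo-AT9. At an unadjusted p under 0.05, 449 genes differed in Allo-AT5 and 365 in Allo-AT9, where 1309 and 1277 would be given by chance. The log2 difference between S5 and S4 was 0.58 (SE 0.61) in Allo-AT5 and -0.12 (SE 0.61) in Allo-AT9 for Prx1 (Ta_6572.2.S1_at), and -0.29 (SE 0.35) and -0.26 (SE 0.35) for GSTZ1. When the spike-in band was a block, 1 gene was lower at S5 in Allo-AT5 and 0 in Allo-AT9. This was Ta_20930.1.S1_at, named here after its values were seen, at -4.14 (SE 0.24, adjusted p = 9.93e-05) with the block and -3.77 (SE 0.49, adjusted p = 0.124) without it. Without Allo-AT9 S5 replicate 2, 1 gene was lower at S5 in Allo-AT9, Ta_22468.1.S1_at at -2.50 (adjusted p = 0.0498), also named after its values were seen. On simulated data, this contrast of Allo-AT5 recovered 87 of 200 genes changed 4-fold, with 0 false calls. The simulated errors were drawn independently for each array, with the same spread in both groups.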

Notably, the two allohexaploid lines showed contrasting trends in the number of genes showing differential expression from their parental species across the two successive generations, S4 and S5 (Figure 2), underscoring genetic context-dependent differential expression dynamics in the two nascent allohexaploid lines.

For those genes that were expressed differentially between the parental species, their expression levels in the allohexaploid lines could be statistically equal to one of the parents but different from the other; that is, they display expression bias towards one of the two parents. This phenomenon has been systematically investigated in allotetraploid cotton, and was termed "parental dominance gene expression" [31,36].

Since the parental species were of different ploidy-level, a conceivable contributing factor to the seemingly parental biased expression in the allohexaploid lines was differential hybridization affinity by the two parental species' cDNAs on the same array [44]. We used the experimentally measured mid-parent values (MPVs) for each parental species combination which was generated by mixing the RNAs of parental lines (*T. turgidum *and *Ae. tauschii*) at a ratio of 2:1 to exclude this confounding factor. 

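Most genes that were higher in an allohexaploid than in its tetraploid parent were also called in the mixed RNA of the MPV: 87.4% and 90.4% of them in Allo-AT5 S4 and S5, and 76.3% and 77.0% in Allo-AT9 S4 and S5. Both comparisons use the same tetraploid arrays, and part of this agreement may come from them: of 1095, 1033, 994 and 972 genes, 957, 934, 758 and 748 were shared, where independent calls would share 47.9, 45.8, 28.9 and 28.3. Unchanged groups simulated against those arrays shared a median of 0 genes over 50 draws each, and at most 1099 and 418 in Allo-AT5 and 0 and 0 in Allo-AT9. The draws called a median of 0 genes higher, so most had none to share. The most genes that a draw called higher were 2401 and 2300 in Allo-AT5 S4 and S5, against 1095 and 1033 observed. In Allo-AT9 they were 0 and 0. At an unadjusted p under 0.05 the draws shared up to 3567 and 2478 genes in Allo-AT5, against 1814 and 1795 observed. In Allo-AT9 it was up to 180 and 364, against 1459 and 1424. The deviations of the replicates correlated at r = 0.853 between MPV5 and TTR04 and 0.744 between MPV9 and TTH01. Prx1 (Ta_6572.2.S1_at) was higher in MPV5 than in TTR04 by 7.23 (SE 0.61, at least 5.19, adjusted p = 1.52e-05) on the log2 scale and in MPV9 than in TTH01 by 6.46 (SE 0.61, at least 4.70), and TaAffx_128796.1.S1_at by 7.82 (SE 0.24, at least 5.67) and 7.54 (SE 0.24, at least 5.42). GSTZ1 was higher than in TQ27 by 6.26 (SE 0.35, at least 4.48) in MPV5 and 6.41 (SE 0.35, at least 4.62) in MPV9. MPV5 differed from TTR04 at 1274 genes, 1220 of them higher, and MPV9 from TTH01 at 843, 835 higher (blocked, 1562 and 1000 genes). Compared with TQ27, 4751 genes differed in MPV5, 2728 higher, and 6256 in MPV9, 3483 higher (blocked, 6387 and 7920). The larger share turned with the threshold: 43.0% and 46.1% of the genes that differed from TQ27 at an unadjusted p under 0.05 were higher in MPV5 and MPV9, against 70.2% and 64.4% after cyclic loess and 95.7% and 64.0% in separate fits at an adjusted p. The count of MPV5 against TQ27 was 2526 without MPV5 replicate 1 and 2513 without TQ27 replicate 2, and that of MPV9 3942 without MPV9 replicate 1 and 3824 without TQ27 replicate 2. Adjusted p values are from limma.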

The rationale was: those genes that appeared as biased expression in synthetic allopolyploids but actually were due to differential hybridization-affinity would also show "biased expression" in MPVs, and were excluded (Figure 3 and Additional file 4). Thus, we confined our analysis to those genes that exhibited parental biased expression in the allohexaploid lines but not in the corresponding MPVs, that is, the *bona fide *parental expression dominance genes resulting from allopolyploidy-specific tuning.

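A gene was biased toward 1 parent when the parents differed, the group did not differ from that parent and differed from the other in the direction of the parents. In MPV5, 645 genes were biased toward TQ27 and 4041 toward TTR04; in MPV9, 224 toward TQ27 and 5518 toward TTH01. Allo-AT5 had 469 genes biased toward the diploid and 4660 toward the tetraploid parent at S4, and 403 and 4993 at S5. Allo-AT9 had 453 and 5421 at S4, and 390 and 5143 at S5. With the spike-in band as a block, the diploid biases were 634, 189, 532, 389, 507 and 464 for MPV5, MPV9, Allo-AT5 S4 and S5, and Allo-AT9 S4 and S5, and the tetraploid biases 5297, 6906, 5814, 6051, 6697 and 6343. Single arrays moved several counts. The diploid bias of MPV5 was 1047 without TQ27 replicate 2, and that of MPV9 342 without TQ27 replicate 1, 405 without TQ27 replicate 2, 148 without TTH01 replicate 1 and 149 without TTH01 replicate 2. The tetraploid bias of MPV5 was 2316 without MPV5 replicate 1 and 2277 without TQ27 replicate 2, and that of MPV9 3609 without MPV9 replicate 1 and 3397 without TQ27 replicate 2. In Allo-AT5 the diploid bias was 740 without TQ27 replicate 2 and 306 without TTR04 replicate 1 at S4, and 617 without TQ27 replicate 2, 248 without TTR04 replicate 1 and 733 without TTR04 replicate 2 at S5, and the tetraploid bias 2930 without TQ27 replicate 2 at S4, and 2950 without Allo-AT5 S5 replicate 1, 3062 without Allo-AT5 S5 replicate 2 and 2985 without TQ27 replicate 2 at S5. In Allo-AT9 the diploid bias was 280 without TTH01 replicate 1 at S4, and 596 without TQ27 replicate 2 and 220 without TTH01 replicate 1 at S5, and the tetraploid bias 3604 without Allo-AT9 S4 replicate 1 and 3408 without TQ27 replicate 2 at S4, and 3318 without TQ27 replicate 2 at S5.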

**Figure 3:**
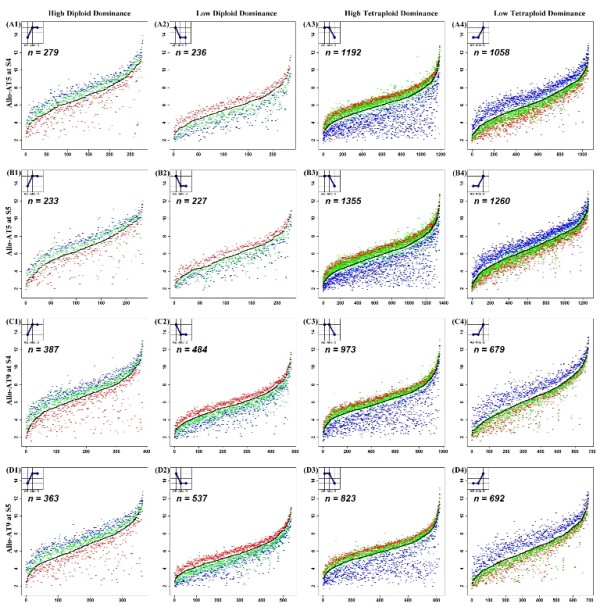
**Differential parental contribution and expression dominance in each allohexaploid line**. Comparison of gene expression levels among the nascent allohexaploid wheat line (Allo-AT5 or Allo-AT9), their mid-parent values (MPVs) and those of their parental species (see Figure 2 for details). Genes were ordered on X-axis by their normalized expression levels in MPVs, and the gene expression level was presented as log-ratio of normalized microarray data. Red-TTR04 or TTH01, blue-TQ27, green--Allo-AT5 or Allo-AT9 at the S4 or S5 generation, the black curve--MPVs. A1-D1, expression levels of high diploid dominance expression genes in each allohexaploid line; A2-D2, expression levels of low diploid dominance expression genes; A3-D3, expression levels of high tetraploid dominance expression genes; A4-D4, expression levels of low tetraploid dominance expression genes. The inserted graphs illustrate the expression patterns among the tetraploid, diploid and the allohexaploid, wherein statistically differential expression is denoted by different vertical levels.

Broadly, two categories of parental expression dominance were recognized, that is, diploid parental dominance and tetraploid parental dominance, each category including two patterns. For diploid parental dominance: pattern one was that expression levels in the diploid were greater than the tetraploid, and the allohexaploid values largely fell above the MPV, which were statistically equal to the higher expression levels of the diploid, but different from the lower expression levels of the tetraploid (Figure 3A1, B1, C1, and 3D1); pattern two was that expression levels of the diploid were lower than the tetraploid, and the allohexaploid values largely fell below the MPV, which were statistically equal to the lower expression levels of the diploid but different from the higher expression levels of the tetraploid (Figure 3A2, B2, C2, and 3D2). For tetraploid parental dominance: pattern one was that expression levels in the tetraploid were greater than the diploid, and the allohexaploid values largely fell above the MPV, which were statistically equal to the higher expression levels of the tetraploid, but different from the lower expression levels of the diploid (Figure 3A3, B3, C3 and 3D3); pattern two was that expression levels of the tetraploid were lower than the diploid, and the allohexaploid values largely fell below the MPV, which were statistically equal to the lower expression levels of the tetraploid but different from the higher expression levels of the diploid (Figures 3A4, B4, C4, and 3D4).

**Figure 4:**
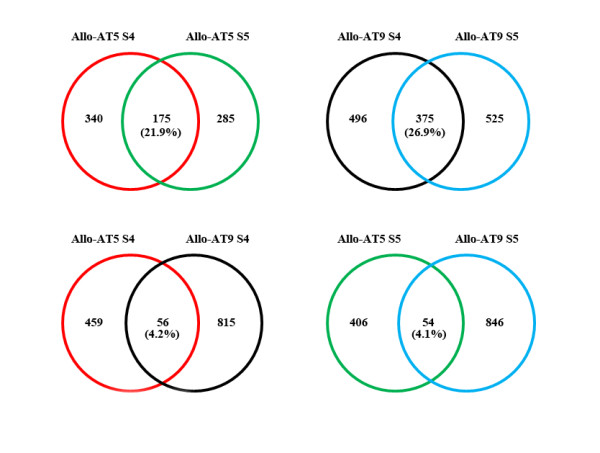
**Conservation of diploid parental expression dominance genes within and between the allohexaploid lines**. Venn diagrams illustrating the number and proportion (%) of those diploid parent-dominance expression genes that are common between the two selfed generations (S4 and S5) for a given nascent allohexaploid line (Allo-AT5 or Allo-AT9), and those that are common between the two lines (Allo-AT5 and Allo-AT9) at a given generation (S4 or S5).

In general, the number of genes showing diploid parental dominance was much fewer than those showing tetraploid parental dominance in each allohexaploid line at each generation (see Additional file 4). 

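After genes biased in the same way in the MPV had been left out, 183 genes showed diploid and 1272 tetraploid parental dominance in Allo-AT5 S4, and 142 and 1449 in Allo-AT5 S5. Allo-AT9 showed 277 and 775 at S4, and 228 and 720 at S5. After blocking on the spike-in band, diploid dominance was shown by 280, 167, 355 and 325 genes in Allo-AT5 S4 and S5 and Allo-AT9 S4 and S5, and tetraploid dominance by 1571, 1564, 972 and 931. The probe set Ta_24245.1.A1_at (RNA-directed DNA polymerase) is an example of low tetraploid dominance. Its mean log2 level was 4.16 and 4.73 in Allo-AT5 S4 and S5 and 4.09, under the level for expressed, in TTR04. It was 9.39 in MPV5 and 9.36 in TQ27. MPV5 was thus not below TQ27, although it holds 2 parts of TTR04 RNA. Whether the RNA mixture is the additive level of this probe set was not tested. The counts of dominance genes moved with single arrays. Diploid dominance in Allo-AT5 was 106 without TTR04 replicate 1 at S4, and 232 without MPV5 replicate 2, 93 without TQ27 replicate 1, 72 without TTR04 replicate 1 and 453 without TTR04 replicate 2 at S5; in Allo-AT9 it was 157 without TTH01 replicate 1 at S4, and 360 without Allo-AT9 S5 replicate 2 and 107 without TTH01 replicate 1 at S5. Tetraploid dominance in Allo-AT5 was 703 without Allo-AT5 S4 replicate 1 and 2616 without MPV5 replicate 1 at S4, and 469 without Allo-AT5 S5 replicate 1, 568 without Allo-AT5 S5 replicate 2, 2821 without MPV5 replicate 1 and 885 without TQ27 replicate 2 at S5. In Allo-AT9, tetraploid dominance was 301 without Allo-AT9 S4 replicate 1, 400 without Allo-AT9 S4 replicate 2, 1996 without MPV9 replicate 1, 1731 without MPV9 replicate 2, 451 without TTH01 replicate 1 and 504 without TTH01 replicate 2 at S4, and 307 without Allo-AT9 S5 replicate 1, 1767 without MPV9 replicate 1, 1592 without MPV9 replicate 2, 439 without TTH01 replicate 1 and 478 without TTH01 replicate 2 at S5.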

The parental dominance expression genes in the allohexaploid lines showed either statistically additive or non-additive expression levels, with the former being the great majority while the later accounting for less than 21.5% of these genes (data not shown). This accorded well with the earlier results in both cotton [31,36] and wheat [44]. It should be emphasized that this "phenotypic additivity" in expression pattern shown by the parental dominance expression genes may not solely result from the summing up of parental transcripts in which the occurrence of expression alterations did not transgress the expected parental additive expression range; rather, they could be caused by marked, yet compensatory, changes between the homeologous alleles.

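Of the parental dominance genes of either kind, 19 in Allo-AT9 S4 and 17 in Allo-AT9 S5 also differed from MPV9 by limma, as did 1 in Allo-AT5 S5 from MPV5 and 0 in Allo-AT5 S4. The gene of Allo-AT5 S5 was Ta_20930.1.S1_at, named after its values were seen. When the spike-in band was a block, the numbers were 21, 24, 5 and 2, and at an unadjusted p under 0.05 without it they were 261, 313, 370 and 497. The Allo-AT9 S4 number was 7 without Allo-AT9 S4 replicate 1, 10 without Allo-AT9 S4 replicate 2, 6 without MPV9 replicate 1 and 9 without MPV9 replicate 2, and the Allo-AT9 S5 number 6 without Allo-AT9 S5 replicate 1, 7 without Allo-AT9 S5 replicate 2, 3 without MPV9 replicate 1 and 11 without MPV9 replicate 2. In Allo-AT5 S5 the number was 0 without either array of Allo-AT5 S5 and 3 without MPV5 replicate 2.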

We noted that the parental dominance expression genes showed low degrees of conservation. That is, the proportions of these genes that were overlapping between the two generations of a given allohexaploid line and between the two lines at a given generation were small. Specifically, there were only 175 and 375 diploid parental dominance expression genes that were overlapped between the S4 and S5 generations in Allo-AT5 and Allo-AT9, respectively, which accounted for 21.9% and 26.9% of the total diploid parental dominance expression genes in the two lines (Figure 4). Similarly, there were 1,601 and 846 tetraploid parental dominance expression genes that were overlapped between the S4 and S5 generations in Allo-AT5 and Allo-AT9 and which accounted for 49.1% and 36.4% of the total tetraploid parental expression dominance genes in the two allohexaploid lines, respectively (Figure 5). 

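Between S4 and S5, 82 of 243 diploid parental dominance genes (33.7%) overlapped in Allo-AT5 and 149 of 356 (41.9%) in Allo-AT9. With the spike-in band as a block, 105 of 342 (30.7%) and 176 of 504 (34.9%) overlapped. In Allo-AT5 the percentage was 20.1 without Allo-AT5 S4 replicate 1, 15.6 without Allo-AT5 S4 replicate 2, 18.1 without Allo-AT5 S5 replicate 1 and 21.1 without Allo-AT5 S5 replicate 2. In Allo-AT9 it was 24.0 without Allo-AT9 S4 replicate 1 and 26.3 without Allo-AT9 S4 replicate 2. Both generations are compared with the same parental and MPV arrays, so their errors are shared.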

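Of the tetraploid parental dominance genes, 823 of 1898 (43.4%) overlapped between S4 and S5 in Allo-AT5 and 407 of 1088 (37.4%) in Allo-AT9, or 975 of 2160 (45.1%) and 522 of 1381 (37.8%) with the spike-in band as a block. The Allo-AT5 percentage was 28.5 without Allo-AT5 S4 replicate 2, 24.6 without Allo-AT5 S5 replicate 1 and 24.8 without Allo-AT5 S5 replicate 2, and the Allo-AT9 percentage 17.7 without Allo-AT9 S4 replicate 1, 23.7 without Allo-AT9 S4 replicate 2, 21.0 without Allo-AT9 S5 replicate 1 and 22.5 without Allo-AT9 S5 replicate 2. The matR probe set TaAffx_57297.1.S1_at was lower than in TQ27 and under the level for expressed in both lines and both tetraploids, where no difference among them could show. Its mean log2 level was 3.93 and 4.01 in Allo-AT5 and 4.08 and 4.13 in Allo-AT9, against 3.82 in TTR04, 3.92 in TTH01 and 8.68 in TQ27. The paper gives this gene as mitochondrial and TQ27 as the paternal parent. Whether the RNA mixture is the additive level of such a gene was not tested.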

More limited conservation of dominance expression genes was observed between the two allohexaploid lines at a given generation, which applied particularly so for those of the diploid parent. Specifically, there were 4.2% (56/1,330) and 4.1% (54/1,306) diploid parental dominance expression genes being shared by the two lines at S4 and S5, respectively, whereas the proportions were 8.8% (315/3,587) and 8.7% (332/3,798) for the tetraploid parental dominance expression genes at the two generations (Figures 4 and 5). 

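Both lines shared 27 of 433 diploid parental dominance genes (6.24%) at S4 and 25 of 345 (7.25%) at S5. Of the tetraploid parental dominance genes they shared 117 of 1930 (6.06%) at S4 and 159 of 2010 (7.91%) at S5. After blocking on the spike-in band, the percentages were 6.19 and 7.89 for the diploid kind and 6.54 and 8.29 for the tetraploid kind. For diploid dominance the percentage was 3.96 without Allo-AT9 S4 replicate 2, 3.85 without TQ27 replicate 1 and 2.83 without TQ27 replicate 2 at S4, and 4.73 without Allo-AT9 S5 replicate 1, 4.29 without TQ27 replicate 1, 3.95 without TQ27 replicate 2 and 3.70 without TTR04 replicate 2 at S5. For tetraploid dominance it was 4.02 without Allo-AT5 S4 replicate 2, 3.21 without Allo-AT9 S4 replicate 1, 3.94 without Allo-AT9 S4 replicate 2, 13.4 without MPV9 replicate 1 and 12.4 without MPV9 replicate 2 at S4, and 3.92 without Allo-AT5 S5 replicate 1, 5.24 without Allo-AT5 S5 replicate 2, 5.13 without Allo-AT9 S5 replicate 1, 4.75 without Allo-AT9 S5 replicate 2 and 15.1 without either array of MPV9 at S5.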

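Parental dominance in both lines at both generations was found for 9 genes of the diploid and 55 genes of the tetraploid kind (17 and 74 with the spike-in band as a block). Of the diploid kind 8 did not differ from TQ27 where it was the higher parent, and 1 where it was the lower. Not differing with 2 arrays per group does not mean an equal level. For 1 of the 8 the mean log2 level was 8.07 in TQ27, and 6.72 and 6.58 in Allo-AT5 S4 and S5. It was 7.16 and 6.75 in Allo-AT9 S4 and S5, and 6.43 and 6.05 in MPV5 and MPV9. Of the tetraploid kind 24 were high and 31 low. The low diploid gene, named after its values were seen, was Ta_7078.1.S1_at, with a mean log2 level of 3.16 in TQ27, 3.66, 4.01, 3.90 and 3.93 in Allo-AT5 S4 and S5 and Allo-AT9 S4 and S5, and 5.43 and 5.54 in TTR04 and TTH01. Of the probe sets that the paper's list of such genes names, Ta_24245.1.A1_at, TaAffx_87200.1.S1_at, TaAffx_57297.1.S1_at, the enolase Ta_28742.4.S1_x_at and Ta_8359.1.S1_s_at (annotated to vesicles) were among the low tetraploid ones; their values in the paper's table had been seen. The enolase was lower than in TQ27 by small amounts, at -0.85 (SE 0.21, adjusted p = 0.0206) in Allo-AT5 S4 and -0.74 (SE 0.21, adjusted p = 0.0363) in Allo-AT9 S4. Those enolase calls had an adjusted p of 0.102 in a fit of these groups alone, 0.0873 without Allo-AT5 S4 replicate 1, 0.0893 without Allo-AT5 S4 replicate 2, 0.0952 without TQ27 replicate 1 and 0.0565 without TQ27 replicate 2 in Allo-AT5 S4 and of 0.141 in a fit of these groups alone, 0.261 without Allo-AT9 S4 replicate 1, 0.144 without TQ27 replicate 1 and 0.0845 without TQ27 replicate 2 in Allo-AT9 S4. The number of the diploid kind was 5 without Allo-AT5 S5 replicate 2, 4 without TQ27 replicate 1 and 2 without TQ27 replicate 2, and that of the tetraploid kind 30 without Allo-AT5 S4 replicate 1, 31 without Allo-AT5 S4 replicate 2, 20 without Allo-AT5 S5 replicate 1, 21 without Allo-AT5 S5 replicate 2, 23 without Allo-AT9 S4 replicate 1, 26 without Allo-AT9 S4 replicate 2, 28 without Allo-AT9 S5 replicate 1, 99 without MPV5 replicate 1, 219 without MPV9 replicate 1 and 199 without MPV9 replicate 2.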

Expectedly, there were only 14 and 133 genes with expression patterns that were consistently biased toward the diploid and tetraploid parental species, respectively, in both lines at both generations (see Additional file 5).

**Figure 5:**
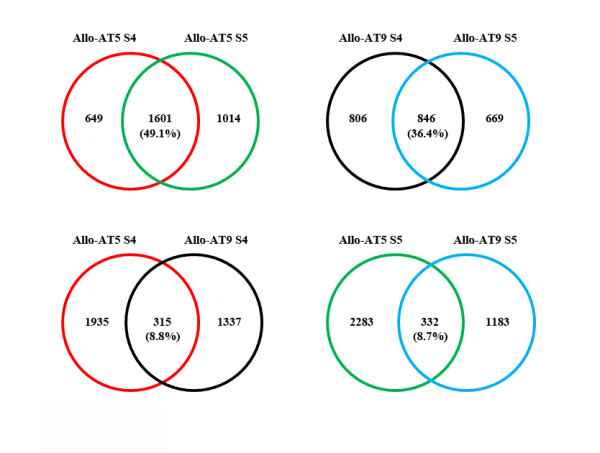
**Conservation of tetraploid parental expression dominance genes within and between the allohexaploid lines**. Venn diagrams illustrating the number and proportion (%) of those tetraploid parent-dominance expression genes that are common between the two selfed generations (S4 and S5) for a given nascent allohexaploid line (Allo-AT5 or Allo-AT9), and those that are common between the two nascent allohexaploid lines (Allo-AT5 and Allo-AT9) at a given generation (S4 or S5).

The foregoing results indicated that the parental dominance expression genes in the allohexaploid wheat lines could be classified into three distinct groups, "stochastic" (group I) referring to those that were specific to one line (Allo-AT5 or Allo-AT9) at one generation (S4 or S5) only, "heritable" (group II) referring to those that were specific to one line at both generations, and "persistent" (group III) referring to those that were commonly detected in both lines at both generations. Consistent with the above analysis, the group II and III genes were of markedly greater proportions among the total tetraploid parental dominance expression genes than those of the diploid (Figures 4 and 5), suggesting that allopolyploidy-regulated gene expression is more stochastic in the transcriptome contributed by the diploid parent than in that by the tetraploid parent.

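Counted over both lines and generations, 549 genes showed diploid and 2700 tetraploid parental dominance at least once. Of the diploid genes 316 (57.6%) did so in 1 line at 1 generation and 183 (33.3%) in 1 line at both generations, against 1406 (52.1%) and 1008 (37.3%) of the tetraploid genes. In both lines, 41 (7.47%) diploid and 231 (8.56%) tetraploid genes did so in some of the generations, and 1.64% and 2.04% in all of them. The difference between the kinds was not tested, since genes called at 1 generation share parental and MPV arrays with those called at the other.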

### Non-additive gene expression in the nascent allohexaploid wheat lines

Another prominent pattern of altered gene expression commonly associated with nascent plant allopolyploidy is non-additivity. By definition, if the expression level of a gene in an allopolyploid did not change from that of their parental lines, then its expression level would be statistically equal to that of the experimentally measured mid-parent values (MPVs), described above; otherwise, it is defined as non-additive. At this point, it appeared important to distinguish between the two expression patterns. While the "parental dominance gene expression" refers to the statistically expression similarity in an allopolyploid to one of the parents but different from the other, the "non-additivity" refers to those genes the expression levels of which deviated from the empirically measured mid-parent values (MPVs). Genes of these two expressing patterns were neither mutually exclusive nor inclusive. For example, a gene may show expression deviation from that of the MPVs, that is, non-additivity, but at the same time its expression level may be statistically equal to one of the parents but different from the other, that is, expression dominance. Conversely, a gene could have shown parental dominance expression, but statistically did not deviate from the MPVs, and hence, was categorized as additive expression.

We quantitatively investigated the phenomenon of non-additivity by comparing the microarray-based gene expression levels of the two nascent allohexaploid wheat lines at two successive generations against the empirically measured MPVs (see Methods). 

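Against the measured MPV, 49 genes differed in Allo-AT9 S4, 46 in Allo-AT9 S5, 3 in Allo-AT5 S5 and 0 in Allo-AT5 S4 by limma. That is 0.192%, 0.180% and 0.0115% of the genes expressed in either group for the first 3. With the spike-in band as a block the numbers were 52, 56, 9 and 7. In separate fits for each comparison, at the same adjusted p, they were 0, 0, 0 and 0. The genes of Allo-AT5 S5, named after their values were seen, were LOC542941 (Ta_13334.1.A1_at) at a log2 fold change of 1.90 (SE 0.22, at least 0.48, adjusted p = 0.0286), Ta_18232.2.S1_a_at at 5.01 (SE 0.59, adjusted p = 0.0286) and Ta_20930.1.S1_at at -5.88 (SE 0.49, at least 4.55, adjusted p = 0.00318). None of them passed without either array of Allo-AT5 S5, and in a fit of the Allo-AT5 S5 and MPV5 arrays alone their adjusted p was 0.928, 0.928 and 0.514. The last remained the only call without MPV5 replicate 1, at -6.14. At an unadjusted p under 0.05, 1129 and 924 genes differed in Allo-AT5 S4 and S5 and 642 and 794 in Allo-AT9 S4 and S5. The nominal 5% of the genes tested is 1273, 1306, 1279 and 1281. Chance calls need not come to that number. Generations simulated without any effect called a median of 545 genes in Allo-AT5 and 675 in Allo-AT9 over 50 draws. No expressed probe set of the photosynthesis, redox, ribosome or house-keeping lists differed from the MPV in any of these groups, over all genes, adjusted over the list alone or with the block; at an unadjusted p, 1 photosynthesis probe set did in Allo-AT9 S5. The number of non-additive genes was 30 without Allo-AT9 S4 replicate 1, 28 without MPV9 replicate 1 and 29 without MPV9 replicate 2 in Allo-AT9 S4, and 27 without Allo-AT9 S5 replicate 1, 25 without MPV9 replicate 1 and 30 without MPV9 replicate 2 in Allo-AT9 S5. In Allo-AT5 it was 1 without Allo-AT5 S4 replicate 1 at S4, and 0 without either array of Allo-AT5 S5, 1 without MPV5 replicate 1 and 7 without MPV5 replicate 2 at S5, where it was also 1 without either array of TQ27.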

We found that a great majority of the expressed genes showed additive expression compared with the corresponding MPVs, which if averaged across the two generations (S4 and S5), accounted for 95.8% and 96.5% of the total expressed genes in Allo-AT5 and Allo-AT9, respectively (Table 1 and Figure 2). Nonetheless, deviation from additivity in gene expression occurred in both lines, though with marked difference in regard to its expression pattern and preponderance of transgenerational inheritance (Table 1 and Figure 6). For example, Allo-AT5 showed more inter-generational difference (2.8% at S4 vs. 5.5% at S5) than Allo-AT9 (3.8% at S4 vs. 3.1% at S5) (Table 1). Also, higher proportions showed up- rather than down-regulation in Allo-AT5 (average 53.1% vs. 46.9%), but the opposite was true in Allo-AT9 (average 46.0% vs. 54.0%) (Table 1). 

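Ta_7102.1.S1_at, chosen after its values were seen, was higher than in MPV9 by 6.28 (SE 0.22, at least 3.97, adjusted p = 1.7e-07) on the log2 scale at S4 and 6.24 (SE 0.22, at least 3.93) at S5, and Ta_16450.1.S1_x_at, chosen in the same way, by 5.78 (SE 0.54) and 5.41 (SE 0.54). In a fit of the arrays of 1 generation and MPV9 alone, the adjusted p was 0.0696 and 0.078 for the former and 0.227 and 0.355 for the latter. In Allo-AT5 S4 and S5 and in MPV5 no array of either gene reached 4.54.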

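Of the non-additive genes of Allo-AT9, 32 were higher and 17 lower than in MPV9 at S4, and 29 higher and 17 lower at S5. This excess of higher genes depended on the MPV and the threshold. Against the mid-parent value computed from the parental arrays, 31 of 63 non-additive genes were higher at S4 and 27 of 57 at S5, and against the measured MPV 52.2% and 49.9% were at an unadjusted p under 0.05. Among the lower genes, Ta_7909.1.S1_at fell by 5.62 on the log2 scale at S4 (SE 0.43, at least 5.23, adjusted p = 0.000111 from limma) and by 6.10 at S5 (SE 0.43, at least 5.23), and Ta_22307.1.S1_at had a log2 fold change of -3.72 (SE 0.35, at least 2.01) and -3.19 (SE 0.35, at least 2.01); both were chosen after their values were seen. In a fit of these groups alone the adjusted p of Ta_7909.1.S1_at was 0.0721 and 0.0759. For Ta_22307.1.S1_at it was 0.0759 in a fit of these groups alone at S4, and 0.162 in a fit of these groups alone, 0.0523 without Allo-AT9 S5 replicate 1 and 0.0585 without MPV9 replicate 1 at S5. In Allo-AT5 S5, 2 non-additive genes were higher and 1 lower, and 4 of 10 higher against the computed value.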

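TTH01 and TQ27 differed at 27 of the 49 non-additive genes of Allo-AT9 S4 (55.1%) and at 34.0% of the other genes (two-sided Fisher's exact test, p = 0.00362). At S5 they differed at 23 of 46 (50%) and at 34.1% of the others (p = 0.0286 by Fisher's exact test). With the spike-in band as a block these were 31 of 52 (p = 0.00448) and 34 of 56 (p = 0.00236), and for Allo-AT5, against the difference between TTR04 and TQ27, 5 of 7 at S4 (p = 0.131) and 6 of 9 at S5 (p = 0.172), all by the same exact test. Without the block Allo-AT5 S5 had 1 of 3. In separate fits at unadjusted p, chosen after the values were seen, the parents differed at 60.0% of non-additive and 36.5% of other genes in Allo-AT5 S4. At S5 these were 65.2% and 35.2%, and in Allo-AT9 68.0% and 45.6% at S4 and 66.1% and 45.8% at S5. The exact test takes genes as independent replicates, which they are not, and in the main fit both kinds of call share 1 spread per gene. Its p values do not measure a biological association alone. In Allo-AT9, the parents differed at the non-additive Ta_7909.1.S1_at, with a mean log2 level of 3.48 in TTH01, 11.86 in TQ27 and 9.77 in MPV9. With single arrays of the line or of MPV9 left out, the shares in Allo-AT9 S4 were 36.7% against 33.0% without Allo-AT9 S4 replicate 1 (11 of 30, p = 0.699), 47.1% against 33.0% without Allo-AT9 S4 replicate 2 (16 of 34, p = 0.0995), 39.3% against 33.0% without MPV9 replicate 1 (11 of 28, p = 0.547) and 48.3% against 33.0% without MPV9 replicate 2 (14 of 29, p = 0.112) by Fisher's exact test. In Allo-AT9 S5 they were 37.0% against 33.8% without Allo-AT9 S5 replicate 1 (10 of 27, p = 0.689), 33.3% against 33.8% without Allo-AT9 S5 replicate 2 (13 of 39, p = 1), 32% against 33.1% without MPV9 replicate 1 (8 of 25, p = 1) and 53.3% against 33.0% without MPV9 replicate 2 (16 of 30, p = 0.0305) by the same exact test.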

A consensus feature for the non-additive genes across lines and generations was their over-representation by those showing parental differential or divergent expression (Table 1), as also documented previously in various plant taxa [42-44,47-50].

**Table 1:** Pattern and extent of transgenerational, non-additive gene expression in each of the synthetic allohexaploid lines

Synthetic line and generation	Allo-AT5			Allo-AT9		
	
	S4	S5	**Aver**.	S4	S5	**Aver**.
Total no. and (%^a^) of nonadditively expressed genes	828 (2.8)	1,642 (5.5)	1,235 (4.2)	1,121 (3.8)	930 (3.1)	1,026 (3.5)

No. and (%^b^) of up-regulated genes	485 (58.6)	826 (50.3)	656 (53.1)	545 (48.6)	398 (42.8)	472 (46.0)

No. and (%^b^) of down-regulated genes	343 (41.4)	816 (49.7)	580 (46.9)	576 (51.4)	532 (57.2)	554 (54.0)

No. and (%^b^) of the total as well as up- and down-regulated non-additively expressed genes that matched the genes showing differential expression between parental species	T-483 (58.3) Up- 237 (28.6) Down: 246 (29.7)	T-1055 (64.3) Up- 426 (25.9) Down: 629 (38.3)	T-769 (62.3) Up- 332 (26.8) Down: 438 (35.4)	T-741 (66.1) Up- 316 (28.2) Down: 425 (37.9)	T-613 (65.9) Up- 203 (21.8) Down: 410 (44.1)	T-677 (66.0) Up- 260 (25.3) Down: 418 (40.7)

No. and (%^b^) of high-diploid Parental dominance genes	31 (3.7)	41 (2.5)	36 (2.9)	97 (8.7)	79 (8.5)	88 (8.6)

No. and (%^b^) of high-tetraploid Parental dominance genes	178 (21.5)	342 (20.8)	260 (21.1)	112 (10.0)	64 (6.9)	88 (8.6)

No. and (%^b^) of Low-diploid Parental dominance genes	64 (7.7)	62 (3.8)	63 (5.1)	110 (9.8)	91 (9.8)	101 (9.8)

No. and (%^b^) of low-tetraploid parental dominance genes	78 (9.4)	190 (11.6)	134 (10.9)	129 (11.5)	115 (12.4)	122 (11.9)

No. and (%^b^) of over-dominance genes	44 (5.3)	94 (5.7)	69 (5.6)	108 (9.6)	65 (7.0)	87 (8.4)

No. and (%^b^) of under- Dominance genes	14 (1.7)	31 (1.9)	23 (1.8)	73 (6.5)	35 (3.8)	54 (5.3)

^a^of all expressed genes.

^b^of non-additively expressed genes.

The up- or down-regulated numbers of the nonadditively expressed genes.

The nonadditively expressed genes can be divided into six categories based on their expression: F represented the synthetic allohexaploid lines; P, paternal lines; and M, maternal lines. High-paternal dominance, F = P, F > M, P > M; high-maternal dominance, F = M, F > P, M > P; low-paternal dominance, F = P, F < M, P < M; low-maternal dominance, F = M, F < P, M < P; over-dominance, F > P and F > M; under-dominance, F < P and F < M.

**Figure 6:**
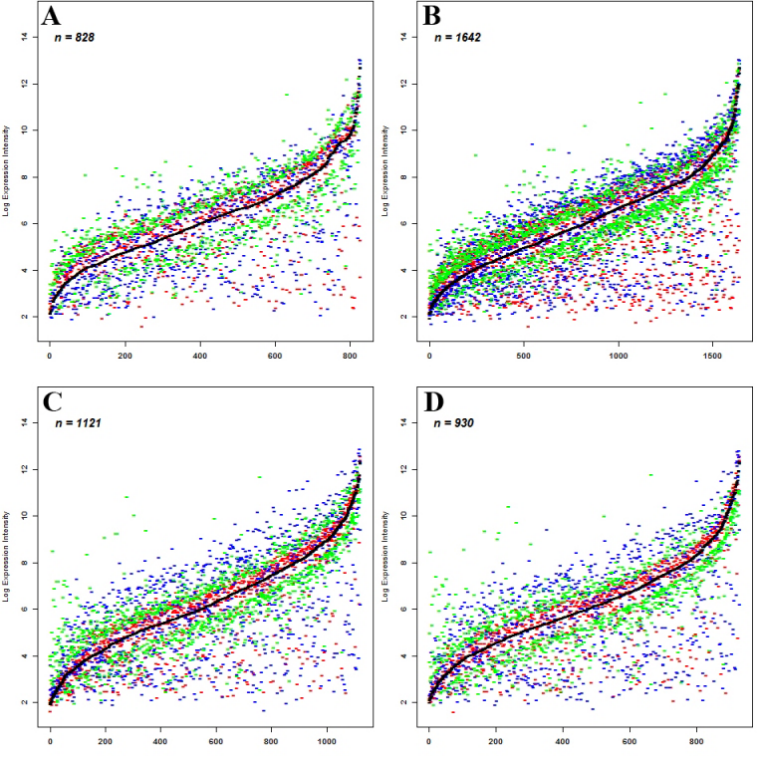
**Non-additive expression in each of the two allohexaploid lines across two generations**. Comparison of gene expression levels (probe hybridization intensity values of the microarray data), presented as log-ratio of normalized data, obtained for each transcript of the non-additive expressing genes, among the nascent allohexaploid line (Allo-AT5 or Allo-AT9), at two successive selfed generations (S4 and S5), their mid-parent values (MPVs) and those of their parental species (see Figure 2 for details). Genes were ordered by their normalized expression levels in MPVs (black curve), Red-TTR04 or TTH01, blue-TQ27, green--Allo-AT5 or Allo-AT9 at the S4 or S5 generation. **(A) **Non-additive expression genes in Allo-AT5 at S4; **(B) **non-additive expression genes in Allo-AT5 at S5; **(C) **non-additive expression genes in Allo-AT9 at S4; and **(D) **non-additive expression genes in Allo-AT9 at S5.

According to criteria specified previously [42,44,47], the non-additive expressing genes could also be further classified into several patterns, including high- and low-diploid parental dominance, high- and low-tetraploid parental dominance, over-dominance and under-dominance (Table 1; Figure 6). The two lines manifested marked differences in the proportions of the non-additive genes showing the various patterns of expression. For example, in Allo-AT5, more tetraploid than diploid parental dominance expression genes were detected (21.1% vs. 2.9% and 10.9% vs. 5.1% for high- and low-parental dominance, respectively); in Allo-AT9, the number showing tetraploid parental dominance was the same as or similar to that showing diploid parental dominance (8.6% vs. 8.6% and 11.9% vs. 9.8% for high- and low-parental dominance, respectively). 

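Low tetraploid dominance was the class with the most parental dominance genes among the non-additive genes of Allo-AT9, with 15 genes at S4 and 14 at S5. The median log2 level of the S4 genes was 8.25 in TQ27, 6.56 in MPV9, 3.07 in TTH01, 3.12 in Allo-AT9 S4 and 6.45 in Allo-AT5 S4, and 13 of them were not expressed in Allo-AT9. High tetraploid dominance was shown by 2 and 0 genes at S4 and S5, high diploid dominance by 2 and 2, and low diploid dominance by 1 and 1. In Allo-AT5 the only such gene was Ta_20930.1.S1_at, with low diploid dominance at S5. When the spike-in band was a block, Allo-AT9 had 16 and 21 low tetraploid, 2 and 0 high tetraploid, 2 and 3 high diploid, and 2 and 1 low diploid genes. At an unadjusted p under 0.05, limma gave 87 and 100, 53 and 66, 86 and 83, and 83 and 102 genes in these classes. Separate fits for each comparison, at an adjusted p, gave 0 and 0 genes in each of them. The low tetraploid class had 6 without Allo-AT9 S4 replicate 1, 9 without Allo-AT9 S4 replicate 2 or MPV9 replicate 2 and 5 without MPV9 replicate 1 at S4, and 6 without either array of Allo-AT9 S5 and 3 without MPV9 replicate 1 at S5. The high diploid class had 1 without either array of Allo-AT9 S4 and 0 without either array of MPV9 at S4, and 0 without either array of Allo-AT9 S5 or either array of MPV9 at S5. The low diploid class had 0 without either array of Allo-AT9 S4 or MPV9 replicate 2 at S4, and 0 without Allo-AT9 S5 replicate 1 or either array of MPV9 or TQ27 replicate 1 at S5. The high tetraploid class had 0 without either array of Allo-AT9 S4 or either array of MPV9 and 1 without either array of TTH01 at S4, and 1 without MPV9 replicate 2 at S5. In Allo-AT5 S5 the low diploid class had 0 without either array of Allo-AT5 S5, and the high diploid class 2 without MPV5 replicate 2.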

The average numbers of non-additive genes showing over- and under-dominance in Allo-AT5 (69 and 23, respectively) were slightly lower than those in Allo-AT9 (87 and 54 respectively); however, in both lines significantly more over- than under-dominance genes were detected (Table 1).

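In Allo-AT9, 27 non-additive genes at S4 and 27 at S5 were higher than in both parents, and 0 and 0 were lower than in both by limma. The median log2 level of the S4 genes was 6.95 in Allo-AT9 S4 and 7.07 in Allo-AT9 S5, against 3.58 in TTH01, 3.73 in TQ27, 3.54 in MPV9 and 3.39 in Allo-AT5 S4. Of them 15 were expressed in no parent, MPV or Allo-AT5 group, as were 16 of the S5 genes. Ta_7102.1.S1_at and Ta_16450.1.S1_x_at belong to this class. In separate fits for each comparison it held 0 genes at S4 and 0 at S5 in Allo-AT9. In Allo-AT5 0 genes at S4 and 2 at S5 showed over-dominance, and 0 and 0 under-dominance. With the spike-in band as a block, over-dominance was shown by 4, 4, 27 and 28 genes and under-dominance by 0, 0, 0 and 1 in Allo-AT5 S4 and S5 and Allo-AT9 S4 and S5; at an unadjusted p under 0.05 these were 58, 56, 77 and 55, and 25, 20, 32 and 35. Over-dominance in Allo-AT5 was 1 without Allo-AT5 S4 replicate 1 at S4, and 0 without either array of Allo-AT5 S5 or MPV5 replicate 1 or either array of TQ27 at S5, and under-dominance in Allo-AT9 S5 was 3 without Allo-AT9 S5 replicate 2 and 1 without TQ27 replicate 1.

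**Figure D1:**
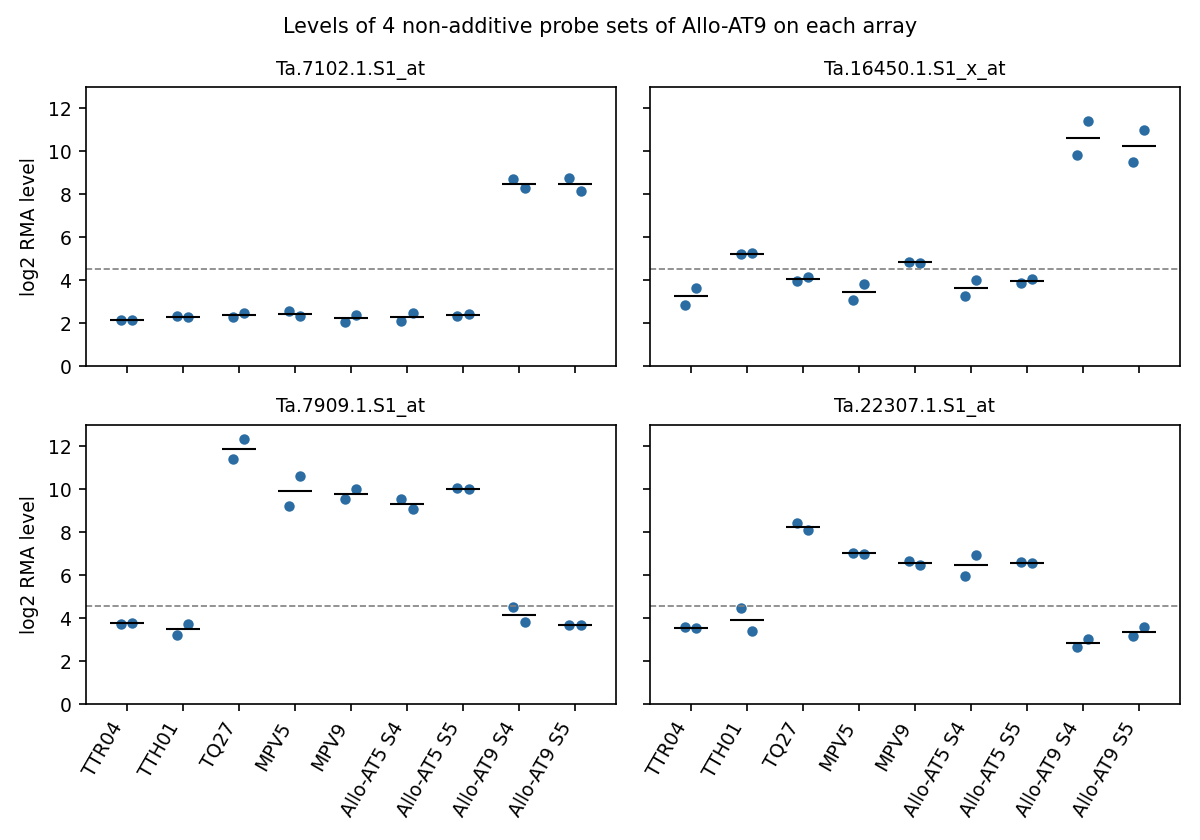
Log2 level of Ta_7102.1.S1_at, Ta_16450.1.S1_x_at, Ta_7909.1.S1_at and Ta_22307.1.S1_at on each array of the 9 groups, with a black line at the group mean and a dashed grey line at the level from which a gene counted as expressed. Ta_7102.1.S1_at reads 8.32 and 8.70 in Allo-AT9 S4 and 2.09 and 2.37 in MPV9, and Ta_7909.1.S1_at 3.80 and 4.50 in Allo-AT9 S4 and 9.54 and 10.00 in MPV9.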

The proportions of common non-additive genes in the two successive generations of each line (termed "heritable non-additive genes") were low. Specifically, there were only 18.5% (385/2,085) and 22.5% (377/1,674) such genes being shared by the S4 and S5 generations in Allo-AT5 and Allo-AT9, respectively (Figure 7). This rendered the nonadditive genes that were specific to one allohexaploid line in only one generation (termed "stochastic nonadditive genes") a high proportion of the total non-additive genes, which comprised 81.5% and 77.5% in Allo-AT5 and Allo-AT9, respectively. 

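In Allo-AT9, 42 of 53 non-additive genes (79.2%) differed from MPV9 at both generations, all in the same direction, Ta_7102.1.S1_at, Ta_16450.1.S1_x_at and Ta_7909.1.S1_at among them. Independent calls would give 0.0472. No gene was shared at this threshold in any of 50 simulated draws without effects in either line, nor in 50 draws of Allo-AT5 with identical effects in both generations. These draws called a median of 0 genes, so most had none to share, and they do not show how the overlap arose. In Allo-AT5 limma called no gene at S4 (1129 at an unadjusted p under 0.05) that could be shared with the 3 of S5. After blocking on the spike-in band, 47 of 61 (77.0%) and 6 of 10 were shared. Both generations of a line are compared with the same MPV arrays, so part of an overlap is given by their error. At an unadjusted p under 0.05, 428 of 1625 genes (26.3%) were shared in Allo-AT5 and 301 of 1135 (26.5%) in Allo-AT9. The percentage in Allo-AT5 was 12.5 without Allo-AT5 S4 replicate 1 at an adjusted p under 0.05.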

If comparing the extent of overlaps of the nonadditive genes between the two allohexaploid lines at a given generation, the proportions were even lower, with only 4.1% (76/1,873) and 4.9% (119/2,453) at generations S4 and S5, respectively (Figure 7). 

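The lines had 0 of 49 non-additive genes in common at S5 by limma, where Allo-AT5 had only 3, and at S4 Allo-AT5 had none to share (1 of 58 in common at S4 and 3 of 62 at S5 with the spike-in band as a block). At an unadjusted p under 0.05, 49 genes differed from the MPV in the same direction in both lines at S4 and 64 at S5, where independent calls would give 10.3 and 10.6, and 23 and 12 in opposite directions. Both MPVs hold TQ27 RNA and the deviations of their replicates correlated at r = 0.445, so the comparisons are not independent. The percentage shared at S4 was 2.33 without Allo-AT5 S4 replicate 1.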

Not shown in the figure was that there were only 27 non-additively expressed genes that were common to both lines at both generations, which were termed "persistent non-additive genes" (see Additional file 6).

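Several probe sets named in the paper's list of persistent non-additive genes were below the MPV in every group without passing limma's test over all genes. Ta_24245.1.A1_at (RNA-directed DNA polymerase) had a log2 fold change of -5.23 (SE 0.90), -4.66 (SE 0.90), -4.37 (SE 0.90) and -4.53 (SE 0.90) in Allo-AT5 S4 and S5 and Allo-AT9 S4 and S5. With the spike-in band as a block it was called in all 4. Its mean log2 level in MPV5 (9.39) was not below that in TQ27 (9.36), so the measured MPV may not be its additive level. TaAffx_87200.1.S1_at (NADH dehydrogenase) had -4.41 (SE 0.86, at least 2.77), -3.93 (SE 0.86, at least 2.77), -3.02 (SE 0.86, at least 1.91) and -3.52 (SE 0.86, at least 1.91). For Ta_2925.1.S1_x_at, an enzyme of isoprenoid synthesis (HMG-CoA synthase), the values were -1.64 (SE 0.30), -1.36 (SE 0.30), -0.93 (SE 0.30) and -0.79 (SE 0.30), and for TaAffx_42890.1.A1_at (phospholipase D) -1.60 (SE 0.49, at least 0.47), -1.26 (SE 0.49, at least 0.47), -1.15 (SE 0.49, at least 0.11) and -1.63 (SE 0.49, at least 0.11). No gene differed from the MPV in both lines at both generations by limma, which called none in Allo-AT5 S4, against 28 at an unadjusted p under 0.05 and 1 with the block. Without Allo-AT5 S4 replicate 1 there was 1 such gene, TaAffx_28462.1.S1_at, with a log2 fold change in Allo-AT5 S4 of 3.59 (SE 0.25, adjusted p = 0.000696) instead of 2.69 (SE 0.42). The available copy of that list names 14 of its probe sets, and their values there had been seen.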

**Figure 7:**
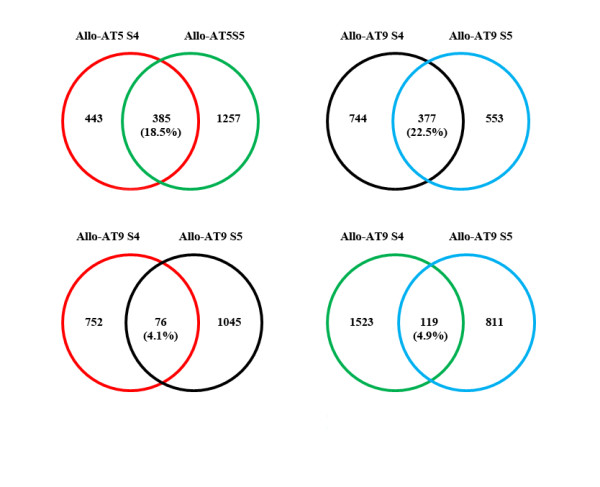
**Conservation of non-additive expression genes within and between the allohexaploid lines**. Venn diagrams illustrating the number and proportion (%) of those non-additive expression genes that are common between the two selfed generations (S4 and S5) for a given nascent allohexaploid line (Allo-AT5 or Allo-AT9), and those that are common between the two lines (Allo-AT5 and Allo-AT9) at a given generation (S4 or S5). Not shown are 27 genes that are common to both nascent allohexaploid lines (Allo-AT5 and Allo-AT9) at both generations (S4 and S5).

### Validation of the microarray data by real-time quantitative (q)-RT-PCR in the nascent allohexaploid wheat lines

To verify the microarray data, we selected nine genes that showed non-additive expression in one or both of the two allohexaploid lines at one or both generations, and subjected the genes to (q)-RT-PCR analysis. These nine genes included the three groups of non-additively expressed genes, that is, stochastic, heritable and persistent and, therefore, 28 comparisons for non-additivity were generated across the two lines and the two generations (see Additional file 7). The expression level of each of these genes was compared with similarly constructed MPVs as used in the microarray experiments. 

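On the arrays, TaAffx_28462.1.S1_at was 6.46-fold and 9.77-fold the level of MPV5 in Allo-AT5 S4 and S5, and 18.7-fold and 12.5-fold that of MPV9 in Allo-AT9 S4 and S5 (adjusted p = 0.397, 0.0526, 0.000948 and 0.00369 from limma). The matR probe set TaAffx_57297.1.S1_at was at 0.0473, 0.0498, 0.0913 and 0.0946 of the level of the MPV in the same order (at most 0.0722, 0.0722, 0.126 and 0.126 where a line under the level for expressed is set to it), the peroxidase probe set Ta_5385.1.S1_at at 0.269 and 0.0742 (at most 0.154) in Allo-AT5 S4 and S5, and Ta_30798.3.S1_at at 0.165 and 0.215 in Allo-AT9 S4 and S5. Of 26 comparisons of 9 genes with the MPV, 9 lay above and 17 below it; the other 2, of the peroxidase probe set in Allo-AT9, were between groups that do not count as expressed and are left out here. Only the values of TaAffx_28462.1.S1_at in Allo-AT9 passed limma's test over all genes; 19 passed at an unadjusted p under 0.05, and 4 with the spike-in band as a block. The Allo-AT9 calls had an adjusted p of 0.0696 in a fit of these groups alone at S4, and of 0.112 in a fit of these groups alone, 0.0523 without Allo-AT9 S5 replicate 1 and 0.077 without MPV9 replicate 2 at S5. In 22 of the 26 comparisons the array value and the paper's qRT-PCR value had the same direction. For matR, a mitochondrial gene, whether the RNA mixture is the additive level was not tested.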

Results indicated that of the 28 comparisons, 24 were confirmed as matching or highly similar to the microarray data for non-additive gene expression (Figure 8 and Additional file 7), thus confirming reliability of the microarray data and analysis.

**Figure 8:**
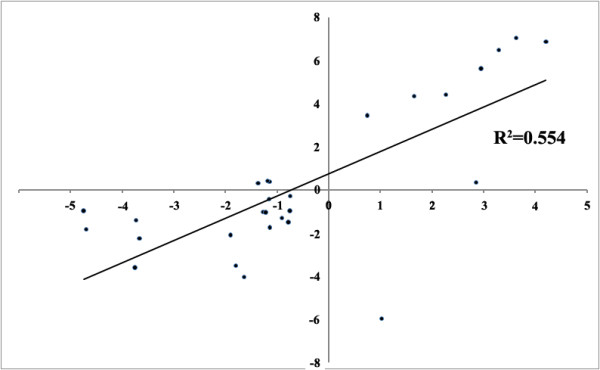
**Validation of the microarray data by (q) RT-PCR**. The ratio of non-additive gene expression (log2 scale) in the two nascent allohexaploid wheat lines was calculated according to the (q) RT-PCR experiment and plotted against the ratio calculated by microarray. The detailed information is given in Additional file 7, Table S6.

### Enrichment for a specific category of genes involved in vesicle function by the non-additively expressed genes in the two nascent allohexaploid wheat lines

To investigate possible functional relevance of the two major groups of genes showing allohexaploid-specified regulation, that is, parental dominance and non-additivity, we conducted Gene Ontology (GO) analysis for each group, both as an entirety and as further divided subgroups.

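The paper's list of persistent parental dominance genes names probe sets annotated to vesicles, chosen here after their values in that list had been seen. Ta_2434.2.S1_at was higher than in TQ27 in both tetraploids, at a log2 fold change of 5.47 (SE 0.28, at least 3.38, adjusted p = 4.95e-08) in TTR04 and 5.16 (SE 0.28, at least 3.07) in TTH01 (adjusted p values from limma), and was higher than in TQ27 in the allohexaploids too, at 5.31 (SE 0.28, at least 3.22) and 4.94 (SE 0.28, at least 2.85) in Allo-AT5 S4 and S5 and 4.90 (SE 0.28, at least 2.81) and 5.08 (SE 0.28, at least 2.99) in Allo-AT9 S4 and S5. It was also higher in MPV5, at 4.56 (SE 0.28, at least 2.47), and in MPV9, at 4.48 (SE 0.28, at least 2.39). Ta_16233.1.S1_at, annotated to vesicles coated with COPII, was lower than in TQ27 at -2.80 (SE 0.48, at least 1.46) in TTR04 and -2.90 (SE 0.48, at least 1.46) in TTH01. Compared with the MPV, Ta_2434.2.S1_at had 0.75 (SE 0.28), 0.38 (SE 0.28), 0.42 (SE 0.28) and 0.60 (SE 0.28) in Allo-AT5 S4 and S5 and Allo-AT9 S4 and S5, none of them past limma's test over all genes, and Ta_16233.1.S1_at was expressed in none of these groups or MPVs. The Gene Ontology terms that the paper took from AgriGO did not come with the data, so enrichment was not analysed here.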

First, for the parental dominance expression genes, we found that (1) diverse GO terms were involved, indicating that the genes showing this expression pattern had various molecular functions, participated in diverse biological processes, and localized to different cellular components (Figures 9A1-A3 and Figure 10A1-A3); (2) statistical tests for enrichment indicated that only those that exhibited the nonadditive expression pattern were enriched for a very specific GO category of the cellular component involved in vesicle function (Figures 9B1-B3 and Figure 10B1-B3), suggesting that this specific subgroup (showing expression nonadditivity) of the parental dominance genes is probably functionally required by the nascent allohexaploid wheat lines; (3) if these nonadditive expression genes were analyzed as transgenerationally heritable and non-heritable subgroups (Figure 9A3-1, -2), then only the heritable subgroup showed statistically significant enrichment for the vesicle-related genes (Figure 9B3-1, -2); (4) if the genes were analyzed as the three subgroups, stochastic, heritable and persistent (Figure 10), then none showed any enrichment (Figure 10B1-B3). Taken together, this analysis led to an important conclusion that only those parental dominance genes that are *non-additive as well as heritable *are enriched for the vesicle-related genes. This, however, becomes cryptic, if all the parental dominance genes were analyzed as a whole.

**Figure 9:**
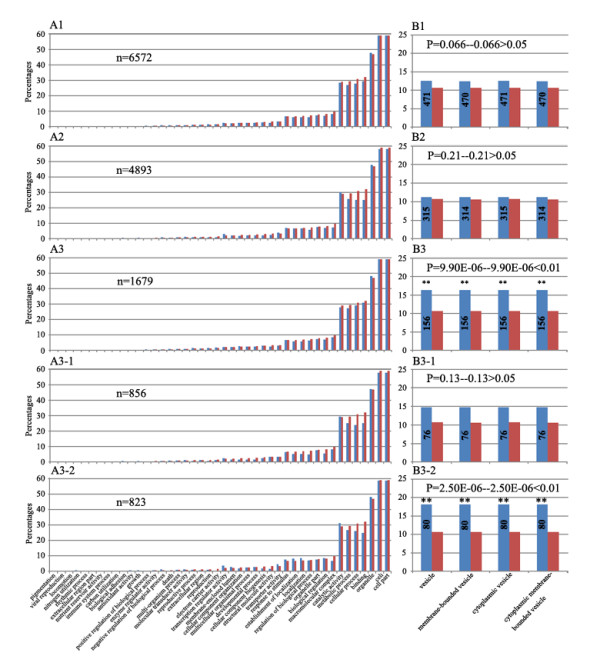
**Gene Ontology (GO) analysis of the parental expression dominance genes**. The *y*-axis is the percentages of genes mapped by the GO category terms: the percentages were calculated by the number of genes mapped to the particular GO category divided by the number of all genes. The *x*-axis is the GO category terms which were ordered by their relative abundance. The blue bars denote percentages for each category of all the annotated genes, and the red bars denote percentages of the GO categories of all the expressed genes detected in the studied leaf tissue (29,650 in total). The numbers inside the blue bars are the annotated genes in the specific GO categories. The enrichment FDRs (*P*-values) were given. ** Significant at the 0.01 statistic level. The GO analysis was performed both as an entirety and as distinct subgroups. **(A1) **All the parental expression dominance genes (6,572 in total) being considered as an entity; (A2) hose that showed additive expression (4,893 in total); (A3) those that showed non-additive expression (1,679 in total); (A3-1) those that showed non-additive expression in only one of the two generations (S4 or S5), that is, non-heritable (856 in total); (A3-2) those that showed non-additive expression in both generations (S4 and S5), that is, heritable (823 in total). **(B1) **The percentages of four GO annotation categories (all related to vesicle function) among all the parental expression dominance genes being considered as an entity; (B2) among those that showed additive expression; (B3) among those that showed non-additive expression; (B3-1) among those that showed non-additive expression in only one of the two generations (S4 or S5), that is, non-heritable; (B3-2) among those that showed non-additive expression in both generations (S4 and S5), that is, heritable.

**Figure 10:**
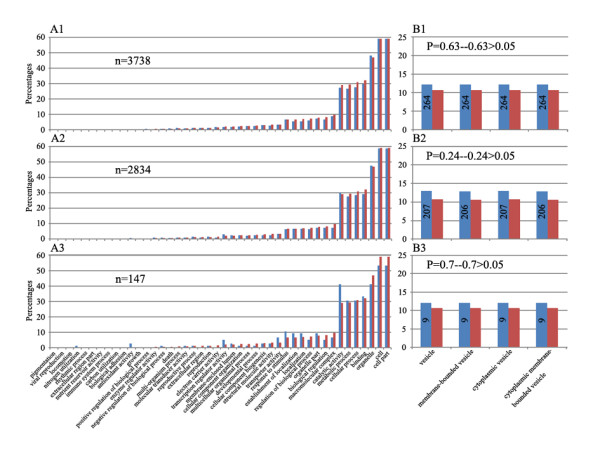
**Gene Ontology (GO) analysis of the parental expression dominance genes as three subgroups**. Meaning for the x- and y-axis and the bars are the same as in Figure 9. The GO analysis was performed for each of the three groups, I, II and III, classified based on inter-line conservation and transgenerational heritability (see main text for classification). All three groups pointed to the involvement of diverse functional pathways **(A)**, as in Figure 9, but according to this classification, no statistically significant enrichment for the vesicle function-related genes was found **(B)**.

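Vesicle terms are also given to 3 probe sets in the paper's list of persistent non-additive genes, whose values there had been seen. In Allo-AT5 S4 and S5 and Allo-AT9 S4 and S5, the log2 fold change against the MPV was -2.24 (SE 0.77), -2.41 (SE 0.77), -1.72 (SE 0.77) and -1.54 (SE 0.77) for Ta_14995.2.S1_x_at, a xyloglucan transferase. It was -2.20 (SE 0.56), -2.40 (SE 0.56), -0.48 (SE 0.56) and -0.84 (SE 0.56) for Ta_27661.1.S1_at and -1.25 (SE 0.50), -1.01 (SE 0.50), -1.23 (SE 0.50) and -1.55 (SE 0.50) for Ta_9173.1.S1_at. All were below the MPV in every group, and none passed the test over all genes.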

Second, we carried out GO analysis for the non-additively expressed genes, both as an entirety and as three distinct groups: stochastic (group I), heritable (group II), and consistent (group III). We found that: (1) similar to the situation of parental dominance expression genes, the non-additive genes as an entirety were also involved in diverse functional categories (Figure 11A1 to 11A4); (2) statistical analysis for enrichment indicated that, remarkably, the same GO terms of the cellular component, that is, those involved in vesicle function, showed significant enrichment, with those of group II manifested a higher degree of enrichment than group I (Figure 11B1 to 11B3); (3) the statistical insignificance of group III for those same GO-terms is apparently due to their too small number (27), and hence, lack of statistical power, rather than the absence of a real enrichment (Figure 11B4); and (4) interestingly, the group III genes also showed statistically meaningful homology to two DNA polymerases (Figure 11B4).

**Figure 11:**
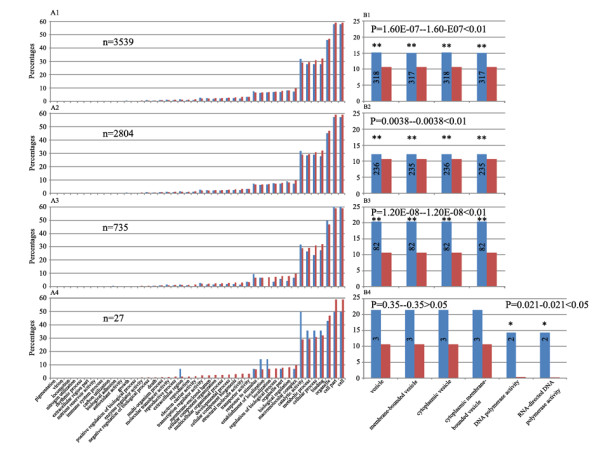
**Gene ontology (GO) analysis of non-additive expression genes**. Meaning for the x- and y-axis and the bars are the same as in Figure 9, the enrichment FDR was labeled on the top of the figures B1 to B4. * Significant level at FDR *P *< 0.05, ** significant level at FDR *P *< 0.01. The involvement of varies functional Gene Ontology categories of all the nonadditive expression genes (3,539 in total) in one or both of the nascent allohexaploid wheat lines (Allo-AT5 and Allo-AT9) **(A1)**; all the group I non-additive genes (2,804 in total) (A2); all the group II non-additive genes (735 in total) (A3); and all the group III non-additive genes (27 in total) (A4). The percentages of enriched GO functional categories of all the non-additive genes **(B1)**; the group I non-additive expression genes (B2); the group II genes (B3); and the group III genes (B4).

Taken the GO analysis results together for the two sets of genes specifically tuned by allopolyploidy, it is clear that only the non-additively expressed ones (irrespective of whether they showed parental dominance expression or not) manifested strong and specific enrichment for the small category of GO terms related to vesicle-function, with the subset of those exhibiting transgenerational inheritance being further enhanced for the enrichment.

## Discussion

In this study, we used the Affymetrix GeneChip^® ^Wheat Genome Array platform as was done in two of the three studies [43,44], as well as similar synthetic allohexaploid wheat lines as was used in one study [44]. Therefore, it is perhaps not surprising that our major results are more consistent with those of Chagué *et al*. [44] than to the other two studies. However, the synthetic lines we used also differ from those of Chagué *et al*. in three important aspects: (1) the two lines we used share the same genotype of the diploid goat-grass species, *Ae. tauschii*, as the paternal parent, but with different subspecies *durum *and *carthlicum *of *T. turgidum*, as the maternal parent, whereas the two lines used by Chagué *et al*. are with the same genotype of the tetraploid maternal parent but different genotypes of the diploid paternal parent; (2) our lines and those of Chagué *et al*. are of different generations following initial allopolyploidization, with ours being at the fourth and fifth selfed generations and those of Chagué *et al*. being at the immediate and first selfed generations (S0 and S1); (3) different tissues are used as the RNA source, that is, the second seedling-leaf (at the third-leaf stage) in our study and shoots (at the fifth-leaf stage) in the study of Chagué *et al*.. Therefore, being based on the same microarray platform and employing similar statistical methods, the results of our study have provided important comparisons as well as complementation to those of Chagué *et al*. [44]. For example, Chagué *et al*. [44] documented that the non-additively expressed genes between the S1 and S2 generations of one of the studied synthetic allohexaploid line were highly conserved. In contrast, we showed here that it was the *proportion *of the genes with the altered expression pattern that was conserved between the two successive generations (S5 and S6) of both allohexaploid lines studied, whereas *identity *of the genes *per se *were highly variable (detailed in following sections). These differences could be due to one or more of the different factors involved or the combinatory effects thereof. But it is clear, based on the results of Chagué *et al*. [44] and ours, that the early generations of allohexaploidy in wheat are extremely dynamic in gene expression, even in karyotypically normal and genetically stable plant individuals. We believe this double-edged property (genomic stability but transcriptomic dynamics) of nascent allopolyploidy is critical for bestowing stabilization on one hand and evolvability on the other of the newly formed allopolyploid plants towards establishment and speciation.

### Importance of chromosomal integrity in allohexaploid wheat evolution

It is well established by earlier cytological studies that, at the chromosomal level, the three constituent genomes of common wheat are largely intact. We, thus, analyzed the chromosomal constitution of each individual plant by the multicolor GISH technique [45], and chose only those plants with transgenerational chromosomal integrity for the microarray analysis. Therefore, our study has paid attention to this critical point that was unheeded by most previous investigations, except the one by Chagué *et al*.[44].

### Conservation in expression pattern but stochasticity in gene identity characterize both parental dominance expression genes and non-additive expression genes

A major pattern of altered gene expression in the nascent allohexaploid wheat lines is parental dominance expression. The experimental MPVs enabled unequivocal exclusion of those genes for which the detected biased expression was due to differential hybridization affinity by the parental species' cDNAs to the same array, and therefore, allowed analysis of the *bona fide *parental expression dominance genes resulting from allohexaploidy-specified tuning. Similarly, comparisons with the MPVs allowed unambiguous identification of the genes showing non-additive expression in the nascent allohexaploid lines. An important generalization that emerged from these analyses is that both the parental dominance expression genes and non-additive expression genes can be divided into three distinct groups depending on whether they occurred only in one allohexaploid line at only one generation, that is, stochastic (group I), in one line at both generations, that is, heritable (group II) or in both lines at both generations, that is, persistent (group III). Although this classification is meaningful only in a relative sense, its mere occurrence implicates an important attribute; that is, if the tuned expression is important for the newly formed allohexaploid lines, then it is likely *the pattern of expression *rather than *identity of the genes showing the pattern of expression *bears the relevance. This novel feature of allopolyploidy-specified gene regulation has not been reported previously, but it is reminiscent of the findings in allotetraploid cotton, in which the parental dominance expression was found to be even in opposite directions in different allotetraploid lines but with similar proportions of genes showing the pattern [31,36,51]. This feature of altered genomewide expression patterns also bears remarkable resemblance to the phenomenon of nucleoli dominance dictated by localized epigenetic difference, that is, stochastic silencing of one of the parental rRNA genes in an allopolyploid [21,52,53], thus further suggesting possible commonality of the phenomenon in nascent plant allopolyploids.

It is important to note that the majority of the genes, albeit showing parental dominance expression in the allohexaploid wheat lines, did not transgress the parental additive expression-range relative to the corresponding MPVs, as were found in cotton [31,36,49,50]. This is interesting given that the "appeared" expression additivity for this set of genes was actually achieved by allohexaploidy-specific tuning rather than merely the adding-up of parental transcripts, suggesting that a too high- or low-level of expression is likely detrimental and, hence, is being selected against.

### Non-additive gene expression in the newly formed allohexaploid wheat lines

Deviation from additivity in expression pattern of genes was commonly observed in previous studies, albeit the spectrum of deviation can be dramatically variable. Although the functional relevance of non-additive gene expression remains largely unexplored [54], it is suggested that the non-additivity-bestowed diverse novel gene expression patterns may provide for variations upon which selection can act [16,36,55,56].

It is conceivable that for non-additive gene expression to play a biologically meaningful role, transgenerational heritability of the altered expression patterns and/or the genes is required. Indeed, several studies have indicated that the non-additive expression patterns can be established at the initial stages of allopolyploidization but with protracted effects over evolutionary timescales [5,21,24,29,34,48,57]. Results of this study suggest that it is the altered pattern of non-additive gene expression rather than the involved genes *per se *that showed a propensity of transgenerational inheritance, as evidenced by the results that the proportions of genes showing the altered expression patterns were highly similar between the two successive generations but the identities of the genes are highly variable. This novel paradigm of allopolyploidy-associated gene expression has not been reported previously.

### Possible requirements for specific tuning of genes involved in vesicle function by the nascent allohexaploid wheat lines

Gene Ontology (GO) analysis indicated that both groups of genes showing allopolyploidy-specific tuning, that is, parental dominance expression and non-additive expression, are involved in diverse functional GO-categories. Nevertheless, detailed analysis revealed that only those genes that showed non-additive expression, regardless of whether they are exhibiting parental dominance expression or not, are enriched for a very specific GO-category involved in vesicle function. Moreover, the enrichment was further enhanced for a subset of these genes showing transgenerational heritability. This novel observation strongly implicates a functional relevance of non-additive gene expression being associated with nascent allopolyploidy, which makes sense given that an immediate outcome of allopolyploidization is enlarged cell volume but reduced surface-area to volume ratio [4,58], and, therefore, tuned non-additive expression of vesicle-related genes may help circumvent this dilemma.

The molecular basis underlying the allopolyploidy-regulated gene expression remains to be fully elucidated [20,21,34,55,59,60]. It has been proposed that both genetic regulatory mechanisms, such as *cis- *and *trans-*interactions [61], and epigenetic alterations, such as altered DNA methylation and small RNA biogenesis [62,63], likely play important roles. Further studies are needed to explore the exact roles played by these mechanisms in the allohexaploidization of wheat.

## Conclusions

This study showed that the early stages of allohexaploidization, leading to the formation of allohexaploid wheat, exhibited two major patterns of global gene expression alteration: parental dominance expression and non-additive expression. The mechanisms underpinning the expression changes associated with nascent allopolyploidy remain largely unknown [61,64], but chromosomal instability is not a causal factor. Instead, molecular interactions, including altered *cis-*/*trans-*regulation [61,63], dosage balance/compensation [16,56], gene elimination and/or epigenetic remodeling [17,63], brought about by the sudden merging of divergent parental species' genomes, are conceivably responsible [17]. Genes involved in each altered expression pattern could be classified into three distinct groups: stochastic, heritable and persistent, based on their transgenerational heritability and inter-line conservation. Importantly, whereas both altered patterns of gene expression showed a propensity of transgenerational inheritance, identity of the involved genes is highly stochastic. Accordingly, diverse Gene Ontology (GO) terms were implicated with both patterns of altered gene expression; however, those showing non-additive expression manifested a significant enrichment for a specific group of proteins associated with vesicle function. Our results suggest that global alteration in gene expression conditioned by nascent allopolyploidy is accomplished by means of both targeted regulation and stochastic changes, that likely play distinct functional roles in the stabilization and establishment of the newly formed allohexaploid plants as competitive populations and new species [12,15,16].

## Methods

### Plant lines

Two newly synthesized allohexaploid wheat lines with the same genome combination but different genotypes of one parental species (tetraploid wheat) and an identical genotype of the other parental species (a diploid goat-grass), designated as Allo-AT5 and Allo-AT9, were used. These two lines were produced by crossing *Triticum turgidum *ssp. *durum *cv. Inbar (line TTR04) (for Allo-AT5) or *T. turgidum *ssp. *carthlicum *(Line TTH01) (for Allo-AT9) with *Aegilops tauschii*(line TQ27), followed by genome-doubling with colchicine treatment [8]. Because these two allohexaploid wheat lines shared the same genotype of the diploid goat-grass species *Aegilops tauschii *(line TQ27) as the paternal parent, while the maternal parents were two different subspecies of *T. turgidum *(*durum *and *carthlicum*), the effect of the variable tetraploid parents on global gene expression of the allohexaploid lines could be addressed. The synthetic allohexaploids, produced by Ozkan *et al*. [8], and the parental lines were obtained from the seed collection of the Weizmann Institute of Science. The lines were self-pollinated for several generations, and two successive selfed generations (S4 and S5) were used in this study. All plants were grown in controlled growth chambers at 22/20°C day/night of 12 h day length.

### Multicolor genomic *in situ *hybridization (GISH)

The protocol was essentially as described by Han *et al*. [45] with minor modifications. Specifically, genomic DNA was isolated from three putative diploid progenitors of common wheat, *T. urartu*, *Ae. speltoides *and *Ae. tauschii*. DNA of *T. urartu *and *Ae. tauschii *was labelled with Chroma Tide Alexa Fluor 488-5-dUTP (Invitrogen, Cat. No. C11397) and Texas Red-5-dCTP (Perkin Elmer, Cat. No. NEL 426(Waltham, Massachusetts, USA), respectively, by nick translation. DNA of *Ae. speltoides *was used as a blocker at a ratio of 100:1 to the probe. Slide denaturation, hybridization and washing conditions were as described by the manufacturer's protocol (Invitrogen, Cat. No. C11397). Slides were examined under an Olympus fluorescence microscope (Olympus Cooperation, China Ltd,. Beijing, China) and digitally photographed.

### Microarray

Total RNA was extracted using Trizol reagent (Invitrogen) and purified through RNeasy Mini Spin Columns (Qiagen, Shanhai, China). The integrity of RNA was determined with an Agilent Bioanalyser2100 Eukaryote Total RNA Nano Series II system (Santa Clara, California, USA). The second leaf of three-leaf-stage seedlings was the source tissue for all RNA isolations. Pooled seedlings (10 plants for each replication) were used to represent each sample, with two biological replications. RNAs of the parental lines (*T. turgidum *and *Ae. tauschii*) were mixed at a ratio of 2:1 to generate the empirical MPVs for each of the synthetic allohexaploid lines. The microarray transcriptional profiling was performed by the Affymetrix, Inc. at the Gene Company Ltd. (Shanghai, China), as described in the GeneChip^® ^Expression Analysis Technical Manual. The microarrays are being submitted to The National Centre for Biotechnology Information's Omnibus Repository, and are available under the accession number GSE29882.

### Data normalization and analysis

The raw *CEL *data were normalized with the Robust Multichip Average (RMA) method [65] using the *R *software 'limma' package [66] To identify differentially expressed genes, we used an empirical Bayesian-based method [67] to construct statistics and compute the relative *P*-values [66]. The traditional *t- *test is a gene-by-gene method, the relative statistics (*t*-statistics) is a ratio of mean and standard deviation which could be seriously influenced by any unexpected noise. The new empirical Bayesian method overcomes this weakness by providing new variance estimation. Instead of using data from each single gene, the new eBayesian method proposes utilizing the information from the whole data set. Final variance estimation is a weighted average between traditional variance estimation value and the whole data set variance estimation. This moderated *t*-statistics has very robust property for small numbers of arrays and allows for incomplete data arising from spot-filtering or spot-quality weights. Genes that were differentially expressed among genotypes were identified by a cut-off *P-*value < 0.05. The present (P) or absent (A) calls of each probe-set were carried out by the MAS5 method using GCOS (Affymetrix Technologies, The Affymetrix, INC. Santa Clara, CA, USA) with default parameters. The differently expressed genes which did not show both present calls (P) in the two biological replications in at least one of the genotypes of each comparison were excluded from further analysis [68], and 29,650 genes were identified as expressed in our plant lines.

### Real-time quantitative (q) RT-PCR

To confirm the non-additive expression obtained from microarray data, we performed real-time (q) RT-PCR analysis of nine selected genes (see Additional file 7). Three independent batches of RNA were isolated as biological replications. Four house-keeping genes, *Gadph *(GenBank accession: EU022331.1), *Tubulin *(GenBank accession: U76558.1), *Actin *(GenBank accession: BG904635.1) and *Elf *(GenBank accession: AK334915.1) which are known to be constitutively expressed in wheat [69,70], were used to normalize the (q) RT-PCR data.

### Gene ontology

Each of the two groups of genes, that is, showing parental dominance expression and non-additive expression, both in their entity and as further categorized subgroups, were analyzed with Gene Ontology (GO) annotation using AgriGO http://bioinfo.cau.edu.cn/agriGO/index.php, a web-based database tool for gene ontology annotations of agricultural crops(Bioinformatics Center, China Agricultural University, Beijing, China) We used the Singular Enrichment Analysis (SEA) tool (**Bioinformatics Center, China Agricultural University, Beijing, China) **to perform the GO annotations and statistical analysis for GO term-enrichment. The SEA analysis computed GO term enrichment in one set of genes by comparing it to another set, then named the target and reference list, respectively [71]. The Fisher' exact test was used for statistical analysis with Hochberg FDR-based multi-test (*P-*value < 0.05).

## Abbreviations

GISH: genomic in situ hybridization; GO: Gene Ontology; MPVs: mid-parent values.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

BL conceived and designed the research. BQ, WH, XZ and JG performed the array data analysis and q-RT-PCR experiments. BZ, NZ, CM, HZ and FH took care of the plants and performed the cytological analysis. JP, BQ, FH and BL wrote the manuscript.

## Supplementary Material

Additional file 1 **Additional Table 1**. Transcriptomic divergence between the tetraploid and diploid parental species, *Triticum turgidum *and *Aegilops tauschii*. Click here for file

Additional file 2 **Additional Figure 1**. Venn diagrams illustrating the number and proportion (%) of differentially expressed genes between the parental species for each of the allohexaploid wheat lines (Allo-AT5 and Allo-AT9) that are common between the two parental species pairs (TTR04 vs. TQ27 and TTH01 vs. TQ27, respectively). Based on statistically tested differential expression. Click here for file

Additional file 3 **Additional Table 2**. Differentially expressed genes between each of the wheat allohexaploid lines and their parental species. Click here for file

Additional file 4 **Additional Table 3**. Number and percentages of parent expression bias/dominance genes in MPVs and each synthetic line. Click here for file

Additional file 5 **Additional Table 4**. Gene Ontology annotation of the 147 probe set IDs (genes) that showed consistent parental dominance expression (Group III) in both nascent allohexaploid wheat lines (Allo-AT5 and Allo-AT9) at both generations (S4 and S5). Click here for file

Additional file 6 **Additional Table 5**. Gene Ontology annotation of the 27 probe set IDs (genes) that showed consistent non-additive expression (Group III) in both nascent allohexaploid wheat lines (Allo-AT5 and Allo-AT9) at both generations (S4 and S5). Click here for file

Additional file 7 **Additional Table 6**. Validation of the microarray data by (q)-RT-PCR. Click here for file

# Supplementary material for: Global transgenerational gene expression dynamics in two newly synthesized allohexaploid wheat (Triticum aestivum) lines
**Source:** BMC Biol. 2012 Jan 26;10:3. doi: 10.1186/1741-7007-10-3
**Supplement:** Additional file 1 — Additional Table 1. Transcriptomic divergence between the tetraploid and diploid parental species, Triticum turgidum and Aegilops tauschii.

**Additional file 1 Transcriptomic divergence between the tetraploid and diploid parental species, *Triticum turgidum* and *Aegilops tauschii***

| Comparison between parental species* | *T.turgidum* ssp. *durum*, cv TTR04) *vs. Ae.tauschii*, TQ27 | *T.turgidum* ssp. *durum*, cv TTH01) *vs. Ae.tauschii*, TQ27 | *T.turgidum* ssp. *durum*,cv TTR04 *vs.*cv TTH01 |
| --- | --- | --- | --- |
| Total no. and (%a) of differentially expressed genes | 10,408  (35.1) | 12,850  (43.3) | 2459  （8.3） |
| No. and (%b) of  up-regulated genes | 5,091  (48.9) | 6,871  (53.5) | 874  （35.5） |
| No. and (%b) of  down-regulated genes | 5,317  (51.1) | 5,979  (46.5) | 1585  （64.5） |
| No. and (%b) of genes only showing present calls (P) in the tetraploid parent | 3,675  (35.3) | 4,310  (33.5) | --- |
| No. and (%b) of genes only showed present calls (P) in the diploid parent | 2,571  (24.7) | 2,231  (17.4) | --- |
| Total no. and (%b) of genes showing present calls (P) | 6,246  (60.0) | 6,541  (50.9) | --- |

*difference in expression level p<0.05 (see Methods)

aof all expressed genes.

bof differentially expressed genes.

# Supplementary material for: Global transgenerational gene expression dynamics in two newly synthesized allohexaploid wheat (Triticum aestivum) lines
**Source:** BMC Biol. 2012 Jan 26;10:3. doi: 10.1186/1741-7007-10-3
**Supplement:** Additional file 3 — Additional Table 2. Differentially expressed genes between each of the wheat allohexaploid lines and their parental species.

**Additional file 3** Differentially expressed genes between each of the synthetic wheat allohexaploid lines and their parental species.

| Synthetic line and generation | Allo-AT5 | | Allo-AT9 | |
| --- | --- | --- | --- | --- |
| S4 | S5 | S4 | S5 |
| No. and (%a) of differentially expressed genes between a given allohexapolyploid line and their tetraploid parental line *T.turgidum*, at different selfed generations (S) | 2795  (9.4) | 3993  (13.5) | 4412  (14.9) | 4216  (14.2) |
| No. and (%a) of differentially expressed genes between a given allohexapolyploid lines and their diploid parental line, *Ae.tauschii*, at different selfed generations (S) | 9777  (33.0) | 13074  (44.1) | 10812  (36.5) | 9700  (32.7) |

aof all expressed genes.

# Supplementary material for: Global transgenerational gene expression dynamics in two newly synthesized allohexaploid wheat (Triticum aestivum) lines
**Source:** BMC Biol. 2012 Jan 26;10:3. doi: 10.1186/1741-7007-10-3
**Supplement:** Additional file 4 — Additional Table 3. Number and percentages of parent expression bias/dominance genes in MPVs and each synthetic line.

**Additional file 4** **Number and percentage of parent expression bias/dominance genes in MPVs and each synthetic line.**

| Synthetic lines | Allo-AT5 | | | | | Allo-AT9 | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| AT5S4  Expression biased genes | AT5S5  Expression biased genes | MPV5  Expression biased genes | AT5S4 Expression dominance genes | AT5S5 Expression dominance genes | AT9S4 Expression biased genes | AT9S5 Expression biased genes | MPV9 Expression biased genes | AT9S4 Expression dominance genes | AT9S5 Expression dominance genes |
| No. and (%c) of high diploid expression biased or dominance genes | 453  (61.9) | 359  (56.3) | 549  (72.5) | 279  （54.2） | 233  （50.7） | 523  (46.2) | 484  (42.3) | 220  (39.5) | 387  （44.4） | 363  （40.3） |
| No. and (%c) of low diploid expression biased or dominance genes | 279  (38.1) | 279  (43.7) | 208  (27.5) | 236  （45.8） | 227  （49.3） | 608  (53.8) | 660  (57.7) | 337  (60.5) | 484  （55.6） | 537  （59.7） |
| No. and (%d) of total diploid expression biased or dominance genes | 732  (7.0) | 638  (6.1) | 757  (7.3) | 515  （4.9） | 460  （4.4） | 1131  (8.8) | 1144  (8.9) | 557  (4.3) | 871  （6.8） | 900  （7.0） |
| No. and (%e) of high tetraploid expression biased or dominance genes | 3563  (59.5) | 3628  (56.7) | 2979  (60.4) | 1192  （53.0） | 1355  （51.8） | 3829  (56.7) | 3389  (55.3) | 4166  (57.5) | 973  （58.9） | 823  （54.3） |
| No. and (%e) of low tetraploid expression biased or dominance genes | 2426  (40.5) | 2771  (43.3) | 1954  (39.6) | 1058  （47.0） | 1260  （48.2） | 2923  (43.3) | 2743  (44.7) | 3078  (42.5) | 679  （41.1） | 692  （45.7） |
| No. and (%d) of total tetraploid expression biased or dominance genes | 5989  (57.5) | 6399  (61.5) | 4933  (47.4) | 2250  （21.6） | 2615  （25.1） | 6752  (52.5) | 6132  (47.7) | 7244  (56.4) | 1652  （12.9） | 1515  （11.8) |

F represented the synthetic allohexaploid lines; P, paternal diploid lines; and M, maternal tetraploid lines. High-paternal expression bias/dominance, F =P, F>M, P>M; high-maternal expression bias/dominance, F =M, F>P, M>P; low-paternal expression bias/dominance, F =P, F<M, P<M; low-maternal expression bias/dominance, F =M, F<P, M<P. cof all genes that showed diploid expression dominance. dof all genes differ between parent lines. eof all genes that showed tetraploid expression dominance.

# Supplementary material for: Global transgenerational gene expression dynamics in two newly synthesized allohexaploid wheat (Triticum aestivum) lines
**Source:** BMC Biol. 2012 Jan 26;10:3. doi: 10.1186/1741-7007-10-3
**Supplement:** Additional file 7 — Additional Table 6. Validation of the microarray data by (q)-RT-PCR.

**Additional file 7 Validation of the microarray data by (q)-RT-PCR**

| Probe set ID | Putative function | Nonadditivity | FCM | FCR |
| --- | --- | --- | --- | --- |
| Ta.12195.1.A1_at | Transcribed sequence | Allo-AT5 at S4 | 4.8 | 21.3** |
| Allo-AT5 at S5 | 3.1 | 20.2** |
|  |  | Allo-AT9at S5 | 7.2 | 1.3* |
| TaAffx.57297.1.S1_at | mitochondrial matR gene & nad1 gene | Allo-AT5 at S4 | 0.04 | 0.6** |
| Allo-AT5 at S5 | 0.04 | 0.3** |
| Allo-AT9at S4 | 0.1 | 0.4** |
|  |  | Allo-AT9at S5 | 0.1 | 0.2** |
| Ta.3976.2.S1_x_at | Transcribed sequence with weak similarity to protein ref:NP_197841.1 (A.thaliana) flavanone 3-hydroxylase-like protein (*Arabidopsis thaliana*) | Allo-AT5 at S4 | 0.6 | 0.8** |
| TaAffx.28462.1.S1_at | Transcribed sequence | Allo-AT5 at S4 | 7.7 | 49.4** |
| Allo-AT5 at S5 | 9.8 | 88.9** |
| Allo-AT9at S4 | 18.5 | 116.1** |
| Allo-AT9at S5 | 12.3 | 131.7** |
| Ta.10807.1.A1_at | Transcribed sequence | Allo-AT5 at S4 | 0.5 | 1.3** |
| Allo-AT5 at S5 | 0.4 | 0.7** |
| Allo-AT9at S4 | 0.5 | 0.4** |
| Allo-AT9at S5 | 0.5 | 0.3** |
| TaAffx.128796.1.S1_at | Transcribed sequence | Allo-AT5 at s4 | 0.4 | 1.3** |
| Allo-AT5 at s5 | 0.4 | 0.5** |
| Allo-AT9at S4 | 0.6 | 0.5** |
| Allo-AT9at S5 | 0.6 | 0.4* |
| Ta.21601.1.A1_at | Transcribed sequence | Allo-AT9at S4 | 2.0 | 0.02** |
| Allo-AT9at S5 | 1.7 | 10.9** |
| Ta.30798.3.S1_at | vacuolar-processing enzyme precursor, putative, expressed, Expect:0, match=501/376 | Allo-AT9at S4 | 0.4 | 1.2* |
| Allo-AT9at S5 | 0.4 | 0.5** |
| Ta.5385.1.S1_at | peroxidase | Allo-AT5 at S4 | 0.3 | 0.2** |
| Allo-AT5 at S5 | 0.1 | 0.1** |
| Allo-AT9at S4 | 0.3 | 0.1** |
| Allo-AT9at S5 | 0.3 | 0.1** |

†Nonadditivity refers to expression based on the microarray data in one or both of the synthetic allohexaploid wheat lines (Allo-AT5 and Allo-AT9) at one or both of the selfed generations (S4 and S5);

FCM: fold change detected by microarray

FCR: fold change detected by (q)-RT-PCR

* p value≤0.05; ** p value≤0.01.

How the deposited data were processed for this re-analysis (not part of the article)

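Expression was measured on 18 Affymetrix wheat arrays, 2 for each of 9 groups: the parents TTR04, TTH01 and TQ27, Allo-AT5 and Allo-AT9 at S4 and S5, and the RNA mixtures MPV5 and MPV9, with 2 parts of tetraploid and 1 part of diploid RNA. Each array of a line or parent stands for a pool of 10 plants, and the replicate numbers are those of the deposited labels. According to the paper, the authors normalized the raw arrays with RMA in R, and the deposited table holds the resulting log2 values. Those values were read as they are. The versions of the authors' tools are not stated, and the raw arrays and the authors' MAS5 flags were not used here. Values run from 1.37 to 14.46, with array medians of 4.00 to 4.11.

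Of 61290 probe sets, 111 controls were set aside. In place of the MAS5 flags, a probe set counted as expressed in a group when both arrays reached a log2 level of 4.54; this level was set once so that about as many probe sets as in the paper pass in at least 1 group, and 29658 did. For a named probe set with both arrays of 1 group under this level, the distance of the other group from it is printed as the least log2 difference beside the fitted one, a bound added after the values had been seen. Groups were compared in R 4.3.3 with limma 3.58.1, in 1 linear model with the 9 groups and no covariate, followed by empirical Bayes moderation (residual df 9, prior df 2.99). P values were adjusted by Benjamini-Hochberg over the 61179 probe sets that are not controls, and genes with an adjusted p under 0.05 were counted if expressed in at least 1 of the groups compared. The paper does not say whether its P was adjusted. An adjusted p was chosen because the paper's number of non-additive genes in Allo-AT5 S4 is below 5% of its expressed genes, the nominal share of unadjusted calls. Unadjusted calls here were below 5% as well, at 4.43% and 3.54% in Allo-AT5 S4 and S5 and 2.51% and 3.10% in Allo-AT9. A number below 5% therefore does not show that the paper's P was adjusted. Bias and dominance genes and the classes of non-additive genes follow the definitions of the paper's Additional file 4 and Table 1, with calls from this model. Overlaps are shared genes over the union. Contrasts of S5 with S4 in a line and of the signed difference from the MPV between the lines were tested directly. The share of parental differences among non-additive genes was tested by a two-sided Fisher's exact test.

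With 2 arrays per group the median standard error of a log2 fold change was 0.35. The procedure was tested on simulated data. Of 100 genes changed 2-fold in Allo-AT9 S4 it recovered 4 against MPV9, and of 100 changed 4-fold 50, with 1 false call and 0 calls in an unchanged comparison. The errors were drawn independently for each array, here and in the simulated contrast of S5 with S4 in Allo-AT5. Correlated deviations of the real replicates are therefore not part of these tests. Overlaps of non-additive genes were compared with 50 simulated draws without effects and 50 with identical effects in both generations, against shared MPV arrays; in Allo-AT9 no such effects could be estimated. In the same way, added after the results had been seen, unchanged groups were simulated against shared tetraploid arrays (50 draws per group). These draws do not keep the pairing of arrays by replicate number.

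Genes are named by a fixed rule. For each parental comparison and each comparison with the MPV it names, among expressed probe sets with a gene symbol (or a name in the supplement) that pass the test with both arrays of 1 group above both of the other, the 10 with the largest and the 10 with the smallest log2 fold change. It adds the probe sets in Additional files 5, 6 and 7, genes named in the paper's text, and at most 2 members each way of a gene list. The paper's tables and text had been read when it was written. A probe set named outside it is said to have been chosen after its values were seen. Where a gene has a symbol, its position in IWGSC CS RefSeq 2.1 is given if the annotation holds one, which was so for 51 of 133 named probe sets. In the names of probe sets the first dot is written as _. The copies of Additional files 5 and 6 at hand name only 71 and 14 probe sets, so statements about those lists cover these alone.

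Gene lists were fixed by symbol and description. Those with at least 5 expressed members were tested: photosynthesis (33 probe sets, 15 expressed), cytosolic ribosome and translation (8, 8), redox and peroxidase (10, 10) and the house-keeping genes of the (q) RT-PCR (12, 11). Members passing the test were counted with p adjusted over all genes and over the list alone, and lists of at least 10 expressed members were tested with limma's camera under its preset and under an estimated correlation between genes. The other lists were too small to test: mitochondrial respiration (0 probe sets, 0 expressed), histones and chromatin (9 probe sets, 1 expressed), defence and pathogenesis-related (7 probe sets, 2 expressed), cold and dehydration (5 probe sets, 0 expressed), vesicle and membrane traffic (3 probe sets, 0 expressed), cell wall (1 probe set, 1 expressed), seed and endosperm proteins (13 probe sets, 3 expressed), root and vascular markers (0 probe sets, 0 expressed), flowering time and MADS-box (0 probe sets, 0 expressed) and transposable elements (0 probe sets, 0 expressed).

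Each count was repeated with unadjusted p under 0.05, with that and a fold of at least 1.5, with p adjusted over the expressed probe sets alone, with no filter on low values, with a separate fit for each comparison, with the replicate number as a block, after cyclic loess, and without each array in turn. Non-additive genes were also counted against a mid-parent value computed from the parental arrays. Added later, after the values had been seen, were the band of the hybridization spike-ins as a block, their level as a covariate, unadjusted p with a fold of at least 2, and separate fits with unadjusted p, and the computed mid-parent value was then also used for the difference between the lines. The band splits the arrays at a mean level of 8.03 for the 2 BioC control probe sets, with 8 arrays above and 10 below. The paper's enrichment of gene ontology terms was not repeated, since no such annotation of the array came with the data, and the (q) RT-PCR readings themselves were not used here beyond the folds in Additional file 7.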

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

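The test of the spread between replicate arrays, the test of single genes between S4 and S5, the comparison of a median distance from the MPV with the spread of its genes, the computed mid-parent value for the difference between the lines, and the settings with the spike-in band as a block and with separate fits at unadjusted p were chosen only after the result had been seen. The lines differed in the signed difference of some genes from their MPV (allohexaploid minus MPV). A limma contrast of that difference between Allo-AT5 and Allo-AT9 called 21 genes at S4 and 18 at S5, 16 of them at both (854 and 698 at an unadjusted p under 0.05, 31 and 26 with the spike-in band as a block). In 19 and 16 of them the signed difference was the higher one in Allo-AT9, which does not say which line lay farther from its MPV. Ta_7102.1.S1_at, chosen after its values were seen, lay at least 3.97 above MPV9 in Allo-AT9 S4, and no array of Allo-AT5 or MPV5 reached 4.54 for it (fitted difference -6.43, SE 0.32, adjusted p = 7.62e-06). Ta_11519.1.A1_x_at, chosen in the same way, lay 4.79 from MPV9 in Allo-AT9 and 0.14 from MPV5 in Allo-AT5 at S4 (difference -4.65, SE 0.37, adjusted p = 0.00085). The number at S4 was 12 without either array of Allo-AT5 S4, 10 without Allo-AT9 S4 replicate 2 or MPV9 replicate 1 and 11 without MPV5 replicate 1 or MPV9 replicate 2. At S5 it was 6 without Allo-AT5 S5 replicate 1 or MPV5 replicate 1, 8 without Allo-AT5 S5 replicate 2 or Allo-AT9 S5 replicate 1 or MPV9 replicate 1 and 7 without MPV9 replicate 2. In separate fits it was 1 at each generation. With a mid-parent value computed from the parental arrays, which uses no RNA mixture, 28 and 21 genes were called, among them 19 of the 21 and 16 of the 18, in the same direction. Each line has its own tetraploid parent, so a difference between the crosses or between the tetraploid genomes stays open, and neither was tested.

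In separate fits with unadjusted p, Allo-AT5 gives 1.35 times as many genes against TQ27 at S5 as at S4 (with adjusted p, 4502 differentially expressed genes Allo-AT5 S4 vs TQ27 and 8096 differentially expressed genes Allo-AT5 S5 vs TQ27). Larger differences from TQ27 at S5 are argued against, since the number of genes at least 2-fold from TQ27 was only 1.04 times that at S4; from TTR04 and MPV5 it was 1.14 and 1.48 times, so larger differences from these stay open. With 1 spread shared by all groups the ratio of adjusted counts was 1.06 (unadjusted, 9770 and 10230 genes), as a different spread of the replicate arrays at S4 and S5 would give. A change of single genes stays open. The direct limma contrast called 0 genes (449 at an unadjusted p under 0.05). But only 87 of 200 simulated changes of 4-fold were recovered, with errors drawn independently for each array. By the bound first written, more than 20 recovered, the count of 0 would speak against such a change; the 80% recovery asked for instead is stricter and was set after the count was known.

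At unadjusted p under 0.05, 26.3% of the non-additive genes of Allo-AT5 and 26.5% of those of Allo-AT9 were shared by S4 and S5. Generations simulated without any effect against the shared MPV arrays gave a median of 3.35% and 4.83%, with a highest share of 21.7% and 24.6%, but up to 975 and 1259 shared genes against 428 and 301 observed. Identical effects in both generations gave a median of 7.26% in Allo-AT5, with 1.49 to 35.0% over 50 draws, and no such effects could be simulated in Allo-AT9, where the covariance between the generations (0.108) was below its mean without effects (0.134). Chance calls and 1 set of effects seen through a threshold cannot be told apart from these counts, because the draws range widely and do not keep the pairing of arrays by replicate number, at which the deviations of Allo-AT9 S4, Allo-AT9 S5 and MPV9 correlated at 0.503 to 0.584, and a biological turnover of genes between generations stays open as well. At an adjusted p under 0.05 Allo-AT9 shared 42 of 53 genes, while no draw without effects shared any, nor did a draw of Allo-AT5 with identical effects. The draws of both kinds called a median of 0 genes at this threshold. Most had none to share, so they cannot tell these explanations apart.

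Most genes that differed from the tetraploid parent were higher in the allohexaploids, 90.3 and 92.6% in Allo-AT5 S4 and S5 and 93.3 and 92.5% in Allo-AT9 S4 and S5 (54.0 to 61.5% at unadjusted p). Adding diploid RNA to tetraploid RNA gives such an excess by itself: 95.8% of the genes that differed from the tetraploid were higher in MPV5, and 99.1% in MPV9 (61.3% and 68.5% at unadjusted p). Expression raised beyond the mixture is argued against as the cause of the excess: the genes higher than in the tetraploid lay above it by a median of 2.74, 2.87, 2.88 and 2.82 on the log2 scale, but from the MPV by only -0.16 and -0.26 in Allo-AT5 and 0.24 and 0.18 in Allo-AT9. These medians fall short of 1/3 of the rise by 1.07, 1.21, 0.72 and 0.76, more than the interquartile ranges of 0.59, 0.57, 0.48 and 0.50. The bound first written, medians below 0.1 in all 4 groups, was not met in Allo-AT9, so a smaller rise above the MPV in part of the genes stays open.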

How the results depend on the processing

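The alternatives were chosen before the data were examined, with 4 exceptions that were chosen after the data had been seen: the spike-in band as a block, the spike-in level as a covariate, unadjusted p under 0.05 with a fold of at least 2, and separate fits with unadjusted p under 0.05. The computed mid-parent value was applied to the difference between the lines only after its counts had been seen. A count or share is given here under an alternative when it came to lie more than 1.5 times from its reported value or changed to or from 0, and a list when its direction turned. None of the single genes that passed limma's test reversed its direction after cyclic loess, with the spike-in band as a block or without 1 array. Separate fits and the replicate block leave a fold change as it is, so they cannot reverse one. Leaving out 1 array cannot do so either for genes named because both arrays of 1 group lay above both of the other. Camera turned the direction of 7 list results after cyclic loess, none of them past the threshold before or after. Such moves were fewest with no filter on low values (1 of 46), with p adjusted over the expressed genes alone (3 of 46) and with the replicate number as a block (3 of 46). They came to 9 of 91 after cyclic loess with the lists included, 9 of 46 with the spike-in band as a block, 7 of 46 with its level as a covariate, 6 of 15 against the computed mid-parent value, 18 of 42 in separate fits, 25 of 46 at unadjusted p with a fold of at least 2, 35 of 46 at unadjusted p, 35 of 46 at unadjusted p with a fold of at least 1.5, and 37 of 46 in separate fits with unadjusted p. Estimating the correlation between the genes of a list moved 0 of 45 list results. Of 996 single probe sets and lists, 102 lost and 11 gained their call in separate fits, 23 and 2 after cyclic loess, 2 and 19 with the replicate block, and 0 and 36 with the band block; of 4168 values without 1 array, 254 lost and 25 gained it. Cyclic loess shifted the median of all genes by up to -0.18 on the log2 scale, on TQ27 replicate 1. Among the genes that differ from the tetraploid parent, 90.3 to 93.3% were higher in the allohexaploids. This share was 91.0 to 95.7% after cyclic loess, 97.3 to 98.6% in separate fits and 54.0 to 61.5% at unadjusted p. Signal over background limits which genes are counted: with no filter on low values, differentially expressed genes TTR04 vs TQ27 numbered 11879 instead of 9778, and 1 of 46 counts and shares moved over 1.5 times. How far signal near background hides differences was not tested. The number of arrays limits them through the spread, and with independent simulated errors the test recovered 50 of 100 changes of 4-fold. Lower thresholds call more genes by construction, and fits to 4 arrays have fewer degrees of freedom. For the other moves the cause was not tested. Separate fits give no value for the 4 shares of non-additive genes, where they call none.

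Which direction held most of the differing genes turned in some comparisons, here given as the percent higher in the first group. It turned in 0 of 18 with p adjusted over the expressed genes alone, 0 of 18 with the replicate number as a block and 0 of 18 with the spike-in level as a covariate. With no filter on low values it turned in 3 of 18: 49.5 in TTH01 vs TQ27, 49.8 in Allo-AT5 S5 vs TQ27 and 49.9 in Allo-AT9 S4 vs TQ27. After cyclic loess it did in 2 of 18: 52.7 in TTR04 vs TQ27 and 44.4 in Allo-AT5 S5 vs MPV5. In separate fits it did in 1 of 15: 52.1 in TTR04 vs TQ27. With the computed mid-parent value it did in 3 of 7: 40 in Allo-AT5 S5 vs MPV5, 49.2 in Allo-AT9 S4 vs MPV9 and 47.4 in Allo-AT9 S5 vs MPV9. At unadjusted p it turned in 7 of 18: 46.5 in Allo-AT5 S4 vs TQ27, 45.6 in Allo-AT5 S5 vs TQ27, 47.1 in Allo-AT9 S4 vs TQ27, 48.2 in Allo-AT9 S5 vs TQ27, 49.9 in Allo-AT9 S5 vs MPV9, 43.0 in MPV5 vs TQ27 and 46.1 in MPV9 vs TQ27. With a fold of at least 1.5 besides, the number was 8 of 18: 48.1 in Allo-AT5 S4 vs TQ27, 47.1 in Allo-AT5 S5 vs TQ27, 49.1 in Allo-AT5 S5 vs MPV5, 48.4 in Allo-AT9 S4 vs TQ27, 49.4 in Allo-AT9 S5 vs TQ27, 48.8 in Allo-AT9 S5 vs MPV9, 44.7 in MPV5 vs TQ27 and 47.5 in MPV9 vs TQ27. Among the settings chosen later, it turned in 1 of 18 with the band block (44.4 in Allo-AT5 S5 vs MPV5), 2 of 18 at unadjusted p with a fold of at least 2 (49.4 in Allo-AT5 S5 vs MPV5 and 46.3 in Allo-AT9 S5 vs MPV9) and 9 of 18 in separate fits with unadjusted p (48.6 in Allo-AT5 S4 vs TQ27, 42.9 in Allo-AT5 S5 vs TQ27, 49.5 in Allo-AT5 S5 vs MPV5, 46.8 in Allo-AT9 S4 vs TQ27, 49.2 in Allo-AT9 S4 vs MPV9, 48.9 in Allo-AT9 S5 vs TQ27, 45.8 in Allo-AT9 S5 vs MPV9, 46.5 in MPV5 vs TQ27 and 46.5 in MPV9 vs TQ27). Without 1 array it turned in 2 of 70: 0 in Allo-AT5 S5 vs MPV5 (without MPV5 replicate 1) and 50.7 in TTR04 vs TQ27 (without TQ27 replicate 2). In Allo-AT5 S5 vs MPV5 the reported majority is 2 of 3 genes.

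With no filter on low values: genes differing between S4 and S5 numbered 1 in Allo-AT5. With p adjusted over the expressed genes alone: non-additive genes numbered 10 in Allo-AT5 S5, genes differing between S4 and S5 numbered 1 in Allo-AT5. Percent shared, non-additive: 1.56 (both lines at S5). With the replicate number as a block: non-additive genes numbered 11 in Allo-AT5 S5, genes differing between S4 and S5 numbered 1 in Allo-AT5. Percent shared, non-additive: 3.39 (both lines at S5). Against the computed mid-parent value: non-additive genes numbered 5 in Allo-AT5 S4 and 10 in Allo-AT5 S5. Persistent genes numbered 2 (non-additive). Percent shared, non-additive: 36.4 (Allo-AT5 S4 and S5), 4.62 (both lines at S4) and 4.69 (both lines at S5). After cyclic loess: non-additive genes numbered 9 in Allo-AT5 S5. By camera house-keeping genes of the qRT-PCR turned direction at an adjusted p of 0.918 in Allo-AT5 S4 vs TTR04. By camera photosynthesis turned direction at an adjusted p of 0.954 in Allo-AT5 S4 vs TTR04, 0.954 in Allo-AT9 S4 vs TQ27, 0.976 in Allo-AT9 S4 vs TTH01 and 0.970 in TTH01 vs TQ27. By camera redox and peroxidase turned direction at an adjusted p of 0.954 in Allo-AT5 S5 vs MPV5 and 0.954 in TTR04 vs TTH01. Percent shared, non-additive: 1.89 (both lines at S5). With the spike-in level as a covariate, likewise chosen later: non-additive genes numbered 3 in Allo-AT5 S4 and 7 in Allo-AT5 S5, genes differing between S4 and S5 numbered 1 in Allo-AT5. Persistent genes numbered 1 (non-additive). Percent shared, non-additive: 42.9 (Allo-AT5 S4 and S5), 1.92 (both lines at S4) and 3.39 (both lines at S5). With the spike-in band as a block, chosen after the data had been seen: non-additive genes numbered 7 in Allo-AT5 S4 and 9 in Allo-AT5 S5, genes differing between S4 and S5 numbered 1 in Allo-AT5. Diploid dominance genes numbered 280 in Allo-AT5 S4, persistent genes numbered 17 (diploid dominance) and 1 (non-additive). Percent shared, non-additive: 60 (Allo-AT5 S4 and S5), 1.72 (both lines at S4) and 4.84 (both lines at S5).

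In separate fits for each comparison: differentially expressed genes numbered, against TTR04 370 in Allo-AT5 S4, 674 in Allo-AT5 S5 and 286 in MPV5, against TTH01 622 in Allo-AT9 S5 and 72 in TTR04, against TQ27 1220 in MPV5 and 5547 in TTR04. Non-additive genes numbered 0 in Allo-AT5 S5, 0 in Allo-AT9 S4 and 0 in Allo-AT9 S5, genes non-additive to a different degree in the lines numbered 1 at S4 and 1 at S5. Diploid dominance genes numbered 70 in Allo-AT5 S4, tetraploid dominance genes 2194 in Allo-AT5 S4 and 3292 in Allo-AT5 S5, persistent genes numbered 4 (diploid dominance) and 108 (tetraploid dominance). Percent shared, diploid dominance: 20.1 (Allo-AT5 S4 and S5).

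At unadjusted p under 0.05: differentially expressed genes numbered, against TQ27 9770 in Allo-AT5 S4, 10230 in Allo-AT5 S5, 10714 in Allo-AT9 S4, 10091 in Allo-AT9 S5, 9440 in MPV5 and 10371 in MPV9, against TTR04 4113 in Allo-AT5 S4, 3886 in Allo-AT5 S5 and 3867 in MPV5, against TTH01 3429 in Allo-AT9 S4, 3702 in Allo-AT9 S5, 2453 in MPV9 and 3597 in TTR04. Non-additive genes numbered 1129 in Allo-AT5 S4, 924 in Allo-AT5 S5, 642 in Allo-AT9 S4 and 794 in Allo-AT9 S5, genes differing between S4 and S5 numbered 449 in Allo-AT5 and 365 in Allo-AT9, genes non-additive to a different degree in the lines numbered 854 at S4 and 698 at S5. Diploid dominance genes numbered 944 in Allo-AT5 S4, 737 in Allo-AT5 S5, 795 in Allo-AT9 S4 and 861 in Allo-AT9 S5, tetraploid dominance genes 2045 in Allo-AT5 S4, 1256 in Allo-AT9 S4 and 1248 in Allo-AT9 S5, persistent genes numbered 27 (diploid dominance), 28 (non-additive) and 98 (tetraploid dominance). Percent shared, non-additive: 26.3 (Allo-AT5 S4 and S5), 26.5 (Allo-AT9 S4 and S5), 4.24 (both lines at S4) and 4.63 (both lines at S5).

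At unadjusted p under 0.05 with a fold of at least 1.5: differentially expressed genes numbered, against TQ27 9261 in Allo-AT5 S4, 9765 in Allo-AT5 S5, 10216 in Allo-AT9 S4, 9648 in Allo-AT9 S5, 8914 in MPV5 and 9875 in MPV9, against TTR04 3804 in Allo-AT5 S4, 3604 in Allo-AT5 S5 and 3545 in MPV5, against TTH01 3118 in Allo-AT9 S4, 3434 in Allo-AT9 S5, 2204 in MPV9 and 3220 in TTR04. Non-additive genes numbered 971 in Allo-AT5 S4, 801 in Allo-AT5 S5, 550 in Allo-AT9 S4 and 656 in Allo-AT9 S5, genes differing between S4 and S5 numbered 338 in Allo-AT5 and 268 in Allo-AT9, genes non-additive to a different degree in the lines numbered 844 at S4 and 691 at S5. Diploid dominance genes numbered 879 in Allo-AT5 S4, 698 in Allo-AT5 S5, 728 in Allo-AT9 S4 and 813 in Allo-AT9 S5, tetraploid dominance genes 1968 in Allo-AT5 S4, 1207 in Allo-AT9 S4 and 1197 in Allo-AT9 S5, persistent genes numbered 25 (diploid dominance), 25 (non-additive) and 101 (tetraploid dominance). Percent shared, non-additive: 26.4 (Allo-AT5 S4 and S5), 28.2 (Allo-AT9 S4 and S5), 4.04 (both lines at S4) and 4.59 (both lines at S5).

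At unadjusted p with a fold of at least 2, chosen after the data had been seen: differentially expressed genes numbered, against TTR04 2366 in Allo-AT5 S4, 2352 in Allo-AT5 S5 and 2024 in MPV5, against TTH01 1970 in Allo-AT9 S4, 2074 in Allo-AT9 S5, 1421 in MPV9 and 1932 in TTR04. Non-additive genes numbered 391 in Allo-AT5 S4, 407 in Allo-AT5 S5, 286 in Allo-AT9 S4 and 296 in Allo-AT9 S5, genes differing between S4 and S5 numbered 122 in Allo-AT5 and 61 in Allo-AT9, genes non-additive to a different degree in the lines numbered 561 at S4 and 476 at S5. Diploid dominance genes numbered 564 in Allo-AT5 S4, 508 in Allo-AT5 S5, 542 in Allo-AT9 S4 and 523 in Allo-AT9 S5, persistent genes numbered 19 (diploid dominance) and 14 (non-additive). Percent shared, non-additive: 30.2 (Allo-AT5 S4 and S5), 37.9 (Allo-AT9 S4 and S5), 3.99 (both lines at S4) and 5.56 (both lines at S5).

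In separate fits with unadjusted p under 0.05, chosen after the data had been seen: differentially expressed genes numbered, against TQ27 9811 in Allo-AT5 S4, 13286 in Allo-AT5 S5, 11327 in Allo-AT9 S4, 9866 in Allo-AT9 S5, 7570 in MPV5 and 10791 in MPV9, against TTR04 2771 in Allo-AT5 S4, 3880 in Allo-AT5 S5 and 2839 in MPV5, against TTH01 4287 in Allo-AT9 S4, 4078 in Allo-AT9 S5, 3142 in MPV9 and 2427 in TTR04. Non-additive genes numbered 809 in Allo-AT5 S4, 1561 in Allo-AT5 S5, 1078 in Allo-AT9 S4 and 912 in Allo-AT9 S5, genes differing between S4 and S5 numbered 3085 in Allo-AT5 and 588 in Allo-AT9, genes non-additive to a different degree in the lines numbered 860 at S4 and 1050 at S5. Diploid dominance genes numbered 517 in Allo-AT5 S4, 485 in Allo-AT5 S5, 879 in Allo-AT9 S4 and 915 in Allo-AT9 S5, tetraploid dominance genes 2142 in Allo-AT5 S4, 2464 in Allo-AT5 S5, 1511 in Allo-AT9 S4 and 1417 in Allo-AT9 S5, persistent genes numbered 24 (non-additive) and 129 (tetraploid dominance). Percent shared, diploid dominance: 3.95 (both lines at S4) and 4.56 (both lines at S5). Percent shared, non-additive: 18.3 (Allo-AT5 S4 and S5), 21.9 (Allo-AT9 S4 and S5), 3.74 (both lines at S4) and 4.43 (both lines at S5).

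Leaving out each array in turn moved 113 of 340 counts and shares. The lone array of a group is then assumed to vary like the other groups. The lowest and the highest value follow for each result that moved, with the array left out for each. Differentially expressed genes: Allo-AT5 S4 vs TQ27 3400 (TQ27 rep. 2) to 5384 (TQ27 rep. 1), Allo-AT5 S5 vs TQ27 3237 (Allo-AT5 S5 rep. 1) to 5763 (TQ27 rep. 1), Allo-AT5 S5 vs TTR04 641 (Allo-AT5 S5 rep. 2) to 1581 (TTR04 rep. 2), Allo-AT9 S4 vs TQ27 3872 (TQ27 rep. 2) to 5953 (TQ27 rep. 1). Further differentially expressed genes: Allo-AT9 S5 vs TQ27 3790 (TQ27 rep. 2) to 5670 (TQ27 rep. 1), Allo-AT9 S5 vs TTH01 696 (TTH01 rep. 1) to 923 (Allo-AT9 S5 rep. 2), MPV5 vs TQ27 2513 (TQ27 rep. 2) to 4763 (TQ27 rep. 1), MPV9 vs TQ27 3824 (TQ27 rep. 2) to 5738 (TQ27 rep. 1). Further differentially expressed genes: TTR04 vs TTH01 452 (TTH01 rep. 1) to 962 (TTR04 rep. 2). Non-additive genes: Allo-AT5 S4 0 (Allo-AT5 S4 rep. 2) to 1 (Allo-AT5 S4 rep. 1), Allo-AT5 S5 0 (Allo-AT5 S5 rep. 1) to 7 (MPV5 rep. 2), Allo-AT9 S4 28 (MPV9 rep. 1) to 34 (Allo-AT9 S4 rep. 2), Allo-AT9 S5 25 (MPV9 rep. 1) to 39 (Allo-AT9 S5 rep. 2). Differences between generations and lines: S4 and S5 in Allo-AT9 0 (Allo-AT9 S4 rep. 1) to 1 (Allo-AT9 S5 rep. 2), lines at S4 10 (Allo-AT9 S4 rep. 2) to 16 (MPV5 rep. 2), lines at S5 6 (Allo-AT5 S5 rep. 1) to 16 (Allo-AT9 S5 rep. 2). Diploid dominance genes: Allo-AT5 S4 106 (TTR04 rep. 1) to 274 (TTR04 rep. 2), Allo-AT5 S5 72 (TTR04 rep. 1) to 453 (TTR04 rep. 2), Allo-AT9 S4 157 (TTH01 rep. 1) to 331 (Allo-AT9 S4 rep. 2), Allo-AT9 S5 107 (TTH01 rep. 1) to 360 (Allo-AT9 S5 rep. 2). Tetraploid dominance genes: Allo-AT5 S4 703 (Allo-AT5 S4 rep. 1) to 2616 (MPV5 rep. 1), Allo-AT5 S5 469 (Allo-AT5 S5 rep. 1) to 2821 (MPV5 rep. 1), Allo-AT9 S4 301 (Allo-AT9 S4 rep. 1) to 1996 (MPV9 rep. 1), Allo-AT9 S5 307 (Allo-AT9 S5 rep. 1) to 1767 (MPV9 rep. 1). Percent shared, non-additive genes: Allo-AT5 S4 and S5 0 (Allo-AT5 S4 rep. 2) to 12.5 (Allo-AT5 S4 rep. 1), both lines at S4 0 (Allo-AT5 S4 rep. 2) to 2.33 (Allo-AT5 S4 rep. 1). Percent shared, diploid dominance: Allo-AT5 S4 and S5 15.6 (Allo-AT5 S4 rep. 2) to 41.8 (MPV5 rep. 2), Allo-AT9 S4 and S5 24.0 (Allo-AT9 S4 rep. 1) to 49.7 (MPV9 rep. 1), both lines at S4 2.83 (TQ27 rep. 2) to 9.07 (Allo-AT5 S4 rep. 1), both lines at S5 3.70 (TTR04 rep. 2) to 8.75 (MPV9 rep. 1). Percent shared, tetraploid dominance: Allo-AT5 S4 and S5 24.6 (Allo-AT5 S5 rep. 1) to 57.0 (MPV5 rep. 1), Allo-AT9 S4 and S5 17.7 (Allo-AT9 S4 rep. 1) to 54.6 (MPV9 rep. 1), both lines at S4 3.21 (Allo-AT9 S4 rep. 1) to 13.4 (MPV9 rep. 1), both lines at S5 3.92 (Allo-AT5 S5 rep. 1) to 15.1 (MPV9 rep. 1). Persistent genes: diploid dominance 2 (TQ27 rep. 2) to 13 (MPV9 rep. 1), non-additive 0 (Allo-AT5 S4 rep. 2) to 1 (Allo-AT5 S4 rep. 1), tetraploid dominance 20 (Allo-AT5 S5 rep. 1) to 219 (MPV9 rep. 1).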

Differences from the paper's values

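The spike-in band as a block, the spike-in level as a covariate, unadjusted p with a fold of at least 2, and separate fits with unadjusted p were tried only after the values had been seen. The paper states P under 0.05 without saying whether it was adjusted, and the counts here use an adjusted p, so the thresholds of a pair need not be the same. A gap means that 1 value is over 1.5 times the other, and for a fold also that they lie further apart than the standard error here. Of the 118 values compared, 75 show a gap. Each is given as the value here from limma (for a 0 with the value at an unadjusted p under 0.05) against the paper's, grouped by the alternatives set before the data were examined that close it. Leaving out 1 array closes a gap only where a number of arrays is given.

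These gaps close under unadjusted p under 0.05 and unadjusted p with a fold of at least 1.5, and stay open under p adjusted over the expressed genes alone, no filter on low values, separate fits, the replicate number as a block and cyclic loess, while the computed mid-parent value does not apply. Differentially expressed genes: 762 in TTR04 vs TTH01 against the paper's 2459, 1212 in Allo-AT5 S4 vs TTR04 against the paper's 2795, 1115 in Allo-AT5 S5 vs TTR04 against the paper's 3993. Also, 1065 in Allo-AT9 S4 vs TTH01 against the paper's 4412, 1051 in Allo-AT9 S5 vs TTH01 against the paper's 4216, 5966 in Allo-AT5 S5 vs TQ27 against the paper's 13074. Genes higher in the first group: 335 in TTR04 vs TTH01 against the paper's 874. Non-additive genes below the MPV at which the parents differ: 0 (344 unadjusted) in Allo-AT5 S4 against the paper's 246, 16 in Allo-AT9 S5 against the paper's 410. Non-additive genes above the MPV at which the parents differ: 7 in Allo-AT9 S5 against the paper's 203. High diploid parental dominance among non-additive genes: 0 (49 unadjusted) in Allo-AT5 S5 against the paper's 41, 2 in Allo-AT9 S4 against the paper's 97, 2 in Allo-AT9 S5 against the paper's 79. High tetraploid parental dominance among non-additive genes: 0 (66 unadjusted) in Allo-AT9 S5 against the paper's 64. Low diploid parental dominance among non-additive genes: 0 (80 unadjusted) in Allo-AT5 S4 against the paper's 64, 1 in Allo-AT5 S5 against the paper's 62, 1 in Allo-AT9 S5 against the paper's 91. Low tetraploid parental dominance among non-additive genes: 14 in Allo-AT9 S5 against the paper's 115. Over-dominance among non-additive genes: 0 (58 unadjusted) in Allo-AT5 S4 against the paper's 44, 27 in Allo-AT9 S4 against the paper's 108, 27 in Allo-AT9 S5 against the paper's 65. Diploid dominance genes: 277 in Allo-AT9 S4 against the paper's 871, 228 in Allo-AT9 S5 against the paper's 900. Tetraploid dominance genes: 775 in Allo-AT9 S4 against the paper's 1652 (closed without 2 of 8 arrays), 720 in Allo-AT9 S5 against the paper's 1515 (closed without 2 of 8 arrays). Diploid bias genes: 453 in Allo-AT9 S4 against the paper's 1131, 390 in Allo-AT9 S5 against the paper's 1144, 224 in MPV9 against the paper's 557 (closed without 1 of 6 arrays).

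These gaps stay open under unadjusted p under 0.05, unadjusted p with a fold of at least 1.5, p adjusted over the expressed genes alone, no filter on low values, separate fits, the replicate number as a block and cyclic loess, while the computed mid-parent value does not apply. Non-additive genes above the MPV at which the parents differ: 0 (440 unadjusted) in Allo-AT5 S4 against the paper's 237, 0 (268 unadjusted) in Allo-AT5 S5 against the paper's 426. Non-additive genes below the MPV at which the parents differ: 1 in Allo-AT5 S5 against the paper's 629, 17 in Allo-AT9 S4 against the paper's 425. High diploid parental dominance among non-additive genes: 0 (89 unadjusted) in Allo-AT5 S4 against the paper's 31. High tetraploid parental dominance among non-additive genes: 0 (195 unadjusted) in Allo-AT5 S5 against the paper's 342, 2 in Allo-AT9 S4 against the paper's 112. Over-dominance among non-additive genes: 2 in Allo-AT5 S5 against the paper's 94. Under-dominance among non-additive genes: 0 (20 unadjusted) in Allo-AT5 S5 against the paper's 31, 0 (32 unadjusted) in Allo-AT9 S4 against the paper's 73. Diploid dominance genes: 183 in Allo-AT5 S4 against the paper's 515, 142 in Allo-AT5 S5 against the paper's 460 (closed without 1 of 8 arrays).

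Non-additive genes above the MPV at which the parents differ: 10 in Allo-AT9 S4 against the paper's 316. Low diploid parental dominance among non-additive genes: 1 in Allo-AT9 S4 against the paper's 110. Low tetraploid parental dominance among non-additive genes: 0 (129 unadjusted) in Allo-AT5 S5 against the paper's 190, 15 in Allo-AT9 S4 against the paper's 129. Under-dominance among non-additive genes: 0 (35 unadjusted) in Allo-AT9 S5 against the paper's 35. All of these close under unadjusted p under 0.05, and stay open under unadjusted p with a fold of at least 1.5, p adjusted over the expressed genes alone, no filter on low values, separate fits, the replicate number as a block and cyclic loess, while the computed mid-parent value does not apply.

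Differentially expressed genes: 0 (1129 unadjusted) in Allo-AT5 S4 vs MPV5 against the paper's 828, 46 in Allo-AT9 S5 vs MPV9 against the paper's 930. Genes higher in the first group: 0 (698 unadjusted) in Allo-AT5 S4 vs MPV5 against the paper's 485, 29 in Allo-AT9 S5 vs MPV9 against the paper's 398. Persistent non-additive genes: 0 (28 unadjusted) against the paper's 27. All of these close under unadjusted p under 0.05 and unadjusted p with a fold of at least 1.5, and stay open under p adjusted over the expressed genes alone, no filter on low values, separate fits, the replicate number as a block, cyclic loess and the computed mid-parent value.

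These gaps stay open under unadjusted p under 0.05, unadjusted p with a fold of at least 1.5, p adjusted over the expressed genes alone, no filter on low values, separate fits, the replicate number as a block, cyclic loess and the computed mid-parent value. Differentially expressed genes: 3 in Allo-AT5 S5 vs MPV5 against the paper's 1642, 49 in Allo-AT9 S4 vs MPV9 against the paper's 1121. Genes higher in the first group: 2 in Allo-AT5 S5 vs MPV5 against the paper's 826, 32 in Allo-AT9 S4 vs MPV9 against the paper's 545.

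Differentially expressed genes: 5649 in Allo-AT5 S4 vs TQ27 against the paper's 9777, 6424 in Allo-AT9 S4 vs TQ27 against the paper's 10812, 6054 in Allo-AT9 S5 vs TQ27 against the paper's 9700. All of these close under unadjusted p under 0.05, unadjusted p with a fold of at least 1.5, p adjusted over the expressed genes alone, no filter on low values and the replicate number as a block, and stay open under separate fits and cyclic loess, while the computed mid-parent value does not apply.

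Tetraploid dominance genes: 1449 in Allo-AT5 S5 against the paper's 2615 (closed without 2 of 8 arrays). Percent shared, diploid dominance genes: 7.25 for both lines at S5 against the paper's 4.1 (closed without 6 of 14 arrays). Persistent tetraploid dominance genes: 55 against the paper's 133 (closed without 2 of 18 arrays). All of these close under unadjusted p under 0.05, unadjusted p with a fold of at least 1.5 and separate fits, and stay open under p adjusted over the expressed genes alone, no filter on low values, the replicate number as a block and cyclic loess, while the computed mid-parent value does not apply.

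High tetraploid parental dominance among non-additive genes: 0 (308 unadjusted) in Allo-AT5 S4 against the paper's 178. Low tetraploid parental dominance among non-additive genes: 0 (118 unadjusted) in Allo-AT5 S4 against the paper's 78. Under-dominance among non-additive genes: 0 (25 unadjusted) in Allo-AT5 S4 against the paper's 14. All of these close under unadjusted p with a fold of at least 1.5, and stay open under unadjusted p under 0.05, p adjusted over the expressed genes alone, no filter on low values, separate fits, the replicate number as a block and cyclic loess, while the computed mid-parent value does not apply.

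These gaps stay open under separate fits, the replicate number as a block and cyclic loess, while settings of the threshold or of the computed mid-parent value leave the fold as it is or do not apply. Fold on the array of Ta_30798.3.S1_at (Additional file 7): 0.165 in Allo-AT9 S4 against the paper's 0.4, 0.215 in Allo-AT9 S5 against the paper's 0.4 (closed without 1 of 4 arrays).

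Percent shared, non-additive genes: 0 (26.3 unadjusted) for Allo-AT5 S4 and S5 against the paper's 18.5 (closed without 1 of 4 arrays), 79.2 for Allo-AT9 S4 and S5 against the paper's 22.5. Both close under unadjusted p under 0.05 and unadjusted p with a fold of at least 1.5, and stay open under p adjusted over the expressed genes alone, no filter on low values, the replicate number as a block, cyclic loess and the computed mid-parent value, while separate fits call no gene to share.

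Percent shared, diploid dominance genes: 41.9 for Allo-AT9 S4 and S5 against the paper's 26.9 (closed without 4 of 10 arrays). It closes under unadjusted p under 0.05, unadjusted p with a fold of at least 1.5, p adjusted over the expressed genes alone, separate fits and cyclic loess, and stays open under no filter on low values and the replicate number as a block, while the computed mid-parent value does not apply.

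Tetraploid dominance genes: 1272 in Allo-AT5 S4 against the paper's 2250 (closed without 2 of 8 arrays). This gap closes under unadjusted p under 0.05, unadjusted p with a fold of at least 1.5, no filter on low values and separate fits, and stays open under p adjusted over the expressed genes alone, the replicate number as a block and cyclic loess, while the computed mid-parent value does not apply.

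Percent shared, diploid dominance genes: 33.7 for Allo-AT5 S4 and S5 against the paper's 21.9 (closed without 7 of 10 arrays). It closes under unadjusted p under 0.05, unadjusted p with a fold of at least 1.5, separate fits and cyclic loess, and stays open under p adjusted over the expressed genes alone, no filter on low values and the replicate number as a block, while the computed mid-parent value does not apply.

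Percent shared, non-additive genes: 0 (4.63 unadjusted) for both lines at S5 against the paper's 4.9. This gap closes under unadjusted p under 0.05, unadjusted p with a fold of at least 1.5, the replicate number as a block and the computed mid-parent value, and stays open under p adjusted over the expressed genes alone, no filter on low values and cyclic loess, while separate fits call no gene to share.

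Percent shared, non-additive genes: 0 (4.24 unadjusted) for both lines at S4 against the paper's 4.1. It closes under unadjusted p under 0.05, unadjusted p with a fold of at least 1.5 and the computed mid-parent value, and stays open under p adjusted over the expressed genes alone, no filter on low values, the replicate number as a block and cyclic loess, while separate fits call no gene to share.

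Persistent diploid dominance genes: 9 against the paper's 14 (closed without 6 of 18 arrays). This gap closes under p adjusted over the expressed genes alone, no filter on low values, the replicate number as a block and cyclic loess, and stays open under unadjusted p under 0.05, unadjusted p with a fold of at least 1.5 and separate fits, while the computed mid-parent value does not apply.

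Diploid bias genes: 469 in Allo-AT5 S4 against the paper's 732 (closed without 4 of 8 arrays). It closes under p adjusted over the expressed genes alone, no filter on low values and cyclic loess, and stays open under unadjusted p under 0.05, unadjusted p with a fold of at least 1.5, separate fits and the replicate number as a block, while the computed mid-parent value does not apply.

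Diploid bias genes: 403 in Allo-AT5 S5 against the paper's 638 (closed without 3 of 8 arrays). This gap closes under p adjusted over the expressed genes alone, the replicate number as a block and cyclic loess, and stays open under unadjusted p under 0.05, unadjusted p with a fold of at least 1.5, no filter on low values and separate fits, while the computed mid-parent value does not apply.

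Of the paper's own items, the test here does not call 14 of the 14 persistent non-additive genes named by the copy of Additional file 6, 66 of the 71 persistent dominance genes named by that of Additional file 5, and 26 of the 28 comparisons of the (q) RT-PCR genes. It calls 0, 5 and 2 of these. Of the alternatives set before the data were examined, unadjusted p under 0.05 calls 8, 10 and 19, with or without a fold of at least 1.5, p adjusted over the expressed genes alone 0, 7 and 4, no filter on low values 0, 6 and 2, separate fits 0, 2 and 0, the replicate number as a block 0, 5 and 5, cyclic loess 0, 5 and 4 and the computed mid-parent value 0, 9 and 3.

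Separate fits with unadjusted p under 0.05, a pair of choices made after seeing the values and because the counts had come close to the paper's, bring 73 of the 73 counts and shares with a gap within 1.5 times of the paper's and drop 3 of the 14 persistent non-additive genes named by the copy of Additional file 6, 22 of the 71 persistent dominance genes named by that of Additional file 5, and 2 of the 28 comparisons of the (q) RT-PCR genes. Over all 90 counts and shares, they put 90 within 1.5 times of the paper's, against 17 in the main fit and 67 at unadjusted p in 1 fit. Because they were chosen for this closeness, it is no independent test of the method that the paper used. The spike-in band as a block, chosen after seeing the values, closes 9 of these gaps and drops 13, 65 and 24 of the same items. The spike-in level as a covariate, chosen after seeing the values, closes 8 and drops 13, 65 and 26. Unadjusted p with a fold of at least 2, likewise chosen after seeing the values, closes 18 and drops 9, 66 and 11. The band block calls 1, 6 and 4 of the items, the covariate 1, 6 and 2 and the fold of at least 2 calls 5, 5 and 17.

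Some statements of the paper go another way here. The paper gives 12850 genes that differ from TQ27 in TTH01 and 10408 in TTR04, where the numbers here are 9737 and 9778. These are 34.5% and 35.1% of the genes expressed in either group compared. Of the paper's 29650 expressed genes they are 32.8% and 33.0%. In separate fits the order is the paper's, with 8817 differentially expressed genes TTH01 vs TQ27 and 5547 differentially expressed genes TTR04 vs TQ27. The paper's number of genes that differ from the tetraploid parent rises from S4 to S5 in Allo-AT5 and is higher in Allo-AT9; here it is 1212 and 1115 in Allo-AT5 and 1065 and 1051 in Allo-AT9. In separate fits it rises in Allo-AT5, from 370 to 674, and is 772 and 622 in Allo-AT9, higher than in Allo-AT5 at S4 but not at S5. Among non-additive genes of Allo-AT9, more lie below than above the MPV in the paper, and here 32 of 49 at S4 and 29 of 46 at S5 lie above it. More lie below with the computed mid-parent value (31 of 63 and 27 of 57 above) and, at S5, at unadjusted p without and with a fold of at least 1.5 (49.9% and 48.8% above, against 52.2% and 50.9% at S4). The paper has its largest number of non-additive genes in Allo-AT5 S5, where 3 are called here. Its classes of tetraploid and diploid parental dominance are of similar size in Allo-AT9. Here low tetraploid dominance holds 15 genes at S4, beside 2, 2 and 1 in the high tetraploid, high diploid and low diploid classes. At an unadjusted p under 0.05 these classes are closer in size, with 87, 53, 86 and 83 genes at S4 and 100, 66, 83 and 102 at S5. Of persistent non-additive genes, which the paper lists, limma calls 0 here (28 at unadjusted p under 0.05). The paper gives smaller shares of diploid than of tetraploid dominance genes between generations and between lines. Here the diploid share was the larger one in Allo-AT9 (41.9% against 37.4%) and between the lines at S4 (6.24% against 6.06%). In Allo-AT5 (33.7% against 43.4%) and between the lines at S5 (7.25% against 7.91%) it was the smaller one. At an unadjusted p under 0.05 it was also smaller in Allo-AT9 (28.0% against 40.4%) and at S4 (4.63% against 6.97%).

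Separate fits with unadjusted p, chosen after seeing the values and dropping 3, 22 and 2 of the paper's items as counted above, also give the paper's order or direction in these statements: 13278 genes differ from TQ27 in TTH01 and 10540 in TTR04, 2771 and 3880 from the tetraploid in Allo-AT5 S4 and S5 and 4287 and 4078 in Allo-AT9, and 49.2% and 45.8% of the non-additive genes of Allo-AT9 lie above the MPV. Their largest number of non-additive genes is that of Allo-AT5 S5, 1561. Unadjusted p with a fold of at least 2, chosen after seeing the values and dropping 9, 66 and 11 of these items, puts 46.3% above the MPV at S5 and 51.4% at S4.

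Other values lie close. Of the 26 array folds in Additional file 7 with the line or the MPV expressed, 24 lie within 1.5 times of the paper's, and the direction of the paper's (q) RT-PCR equals that of the arrays here in 22 of these 26 comparisons. The numbers of genes that differ between the tetraploids and TQ27, the tetraploid biases and the shares of tetraploid dominance genes between generations lie within 1.5 times of the paper's as well.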

Other observations

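The order of groups in this part is Allo-AT5 S4 and S5 and Allo-AT9 S4 and S5. The block for the spike-in band and the correlations at the end were chosen after results had been seen; the lists and their tests were not. Of 10 expressed probe sets of redox enzymes and peroxidases, 1, 1, 1 and 1 were higher than in the tetraploid parent by limma and 0, 0, 0 and 0 lower. Against TQ27, 3, 3, 3 and 3 were higher and 1, 0, 1 and 1 lower (1, 1, 1 and 1 lower when adjusted over the list alone, with the number higher unchanged). Of 11 house-keeping probe sets, 1, 1, 1 and 1 were higher than in the tetraploid parent (1, 2, 1 and 2 over the list alone) and 0, 2, 1 and 1 higher than in TQ27 (0, 2, 1 and 0 over the list alone). None was lower in either comparison, where 2, 2, 2 and 4 and 2, 2, 2 and 3 passed an unadjusted p under 0.05 in either direction. With the spike-in band as a block, 1, 2, 4 and 4 passed against the tetraploid parent and 4, 2, 3 and 2 against TQ27, in either direction.

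In photosynthesis, none of 15 expressed probe sets of 4 genes passed limma's test against the tetraploid parent (2, 0, 0 and 0 at an unadjusted p under 0.05, 0, 0, 0 and 0 with the spike-in band as a block), and 1, 1, 1 and 1 were lower than in TQ27. The 8 probe sets of cytosolic ribosome and translation gave no call by limma against either parent (0, 0, 0 and 0 against the tetraploid and 0, 1, 0 and 1 against TQ27 at an unadjusted p under 0.05). Between TTR04 and TTH01, none of the 15, 8, 10 and 11 probe sets of photosynthesis, ribosome, redox and house-keeping genes passed limma's test (0, 0, 1 and 2 at an unadjusted p, 0, 0, 0 and 3 with the block).

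Over the expressed genes, the log2 differences from the MPV at S4 and at S5 correlated with r = 0.637 in Allo-AT5 and 0.665 in Allo-AT9. Both generations share their MPV arrays, and simulated generations without any effect, which do not keep the pairing of arrays by replicate number, gave a mean r of 0.462 (-0.170 to 0.868) and 0.447 (-0.377 to 0.886). Between the lines, whose MPV arrays differ, r was 0.0336 at S4 and 0.115 at S5.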
